# Low-power photodynamic therapy induces survival signaling in perihilar cholangiocarcinoma cells

**DOI:** 10.1186/s12885-015-1994-2

**Published:** 2015-12-26

**Authors:** Ruud Weijer, Mans Broekgaarden, Rowan F. van Golen, Esther Bulle, Esther Nieuwenhuis, Aldo Jongejan, Perry D. Moerland, Antoine H. C. van Kampen, Thomas M. van Gulik, Michal Heger

**Keywords:** Drug delivery system, Metallated phthalocyanines, Non-resectable perihilar cholangiocarcinoma, Therapeutic recalcitrance, Tumor targeting

## Abstract

**Background:**

Photodynamic therapy (PDT) of solid cancers comprises the administration of a photosensitizer followed by illumination of the photosensitizer-replete tumor with laser light. This induces a state of local oxidative stress, culminating in the destruction of tumor tissue and microvasculature and induction of an anti-tumor immune response. However, some tumor types, including perihilar cholangiocarcinoma, are relatively refractory to PDT, which may be attributable to the activation of survival pathways in tumor cells following PDT (*i.e.*, activator protein 1 (AP-1)-, nuclear factor of kappa light polypeptide gene enhancer in B-cells (NF-κB)-, hypoxia-inducible factor 1-alpha (HIF-1α)-, nuclear factor (erythroid-derived 2)-like 2 (NFE2L2)-, and unfolded protein response-mediated pathways).

**Methods:**

To assess the activation of survival pathways after PDT, human perihilar cholangiocarcinoma (SK-ChA-1) cells were subjected to PDT with zinc phthalocyanine (ZnPC)-encapsulating liposomes. Following 30-minute incubation with liposomes, the cells were either left untreated or treated at low (50 mW) or high (500 mW) laser power (cumulative light dose of 15 J/cm^2^). Cells were harvested 90 min post-PDT and whole genome expression analysis was performed using Illumina HumanHT-12 v4 expression beadchips. The data were interpreted in the context of the survival pathways. In addition, the safety of ZnPC-encapsulating liposomes was tested both *in vitro* and *in vivo*.

**Results:**

PDT-treated SK-ChA-1 cells exhibited activation of the hypoxia-induced stress response via HIF-1α and initiation of the pro-inflammatory response via NF-кB. PDT at low laser power in particular caused extensive survival signaling, as evidenced by the significant upregulation of HIF-1- (*P* < 0.001) and NF-кB-related (*P* < 0.001) genes. Low-power PDT was less lethal to SK-ChA-1 cells 90 min post-PDT, confirmed by annexin V/propidium iodide staining. *In vitro* toxicogenomics and toxicological testing in chicken embryos and mice revealed that the ZnPC-encapsulating liposomes are non-toxic.

**Conclusions:**

PDT-treated perihilar cholangiocarcinoma cells exhibit extensive survival signaling that may translate to a suboptimal therapeutic response and possibly tumor recurrence. These findings encourage the development of photosensitizer delivery systems with co-encapsulated inhibitors of survival pathways.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1994-2) contains supplementary material, which is available to authorized users.

## Background

Photodynamic therapy (PDT) is a non-to-minimally invasive treatment modality that is used for the curative or palliative treatment of early-stage and late-stage solid cancers, respectively. The therapy relies on the accumulation of a non-toxic photosensitizer in the tumor following topical or systemic administration. Subsequently, the tumor is light-irradiated locally at a wavelength that corresponds to the red absorption peak of the photosensitizer. This leads to photosensitizer activation and generation of cytotoxic reactive oxygen species (ROS) via type I (superoxide anion) and/or type II (singlet oxygen) photochemical reactions. Extensive intratumoral ROS production initiates several key processes that culminate in the removal of the tumor, including: (1) induction of different forms of tumor cell death, (2) destruction of tumor microvasculature, (3) blood flow stasis and consequent tumor hypoxia/anoxia, and (4) induction of an anti-tumor immune response (reviewed in [1–3]).

Although PDT is highly effective in some cancer types (*e.g.*, basal cell carcinoma, early-stage esophageal carcinoma) [4–7], other solid cancers are relatively unresponsive to PDT (*e.g*., nasopharyngeal carcinoma [8], perihilar cholangiocarcinoma [9]). This therapeutic recalcitrance may be explained by three key factors. First, the route of photosensitizer administration may be suboptimal for a specific tumor type, thereby deterring optimal photosensitizer accumulation in the tumor. Second, the approved first-generation photosensitizers (*i.e.*, hematoporphyrin derivatives and 5-aminolevulinic acid) exhibit poor photophysical and physicochemical properties, leading to insufficient and/or heterogeneous ROS production throughout the tumor bulk. Third, activation of survival pathways by tumor cells as a result of PDT may lead to insufficient tumor cell death following PDT [10].

To resolve these issues, a novel PDT modality was proposed based on the encapsulation of the photosensitizer zinc phthalocyanine (ZnPC) into polyethylene glycol (PEG)-coated liposomes [11]. Accordingly, three distinct ZnPC-containing nanoparticulate formulations were developed that are either targeted to tumor cells (tumor cell-targeting liposomes), tumor endothelium (endothelium-targeting liposomes), or tumor interstitium (interstitially-targeted liposomes (ITLs)) [11]. This comprehensive tumor-targeting strategy is expected to augment therapeutic efficacy and minimize photosensitivity and phototoxicity that are observed in patients treated with currently approved PDT modalities.

The aims of this study were to evaluate whether ZnPC-encapsulating ITLs (ZnPC-ITLs) are safe for future clinical application using toxicogenomics [12], chicken embryos, and mice as toxicological test models and to study the PDT-induced activation of survival pathways in human perihilar cholangiocarcinoma cells – *i.e.*, cells derived from a cancer that is recalcitrant to PDT. For the latter aim, whole genome gene expression profiles were determined in the early phase (90 min) after PDT in accordance with literature [13] and the data were analyzed in the context of the five major PDT-induced survival pathways [10] (Fig. 1).

**Fig. 1:**
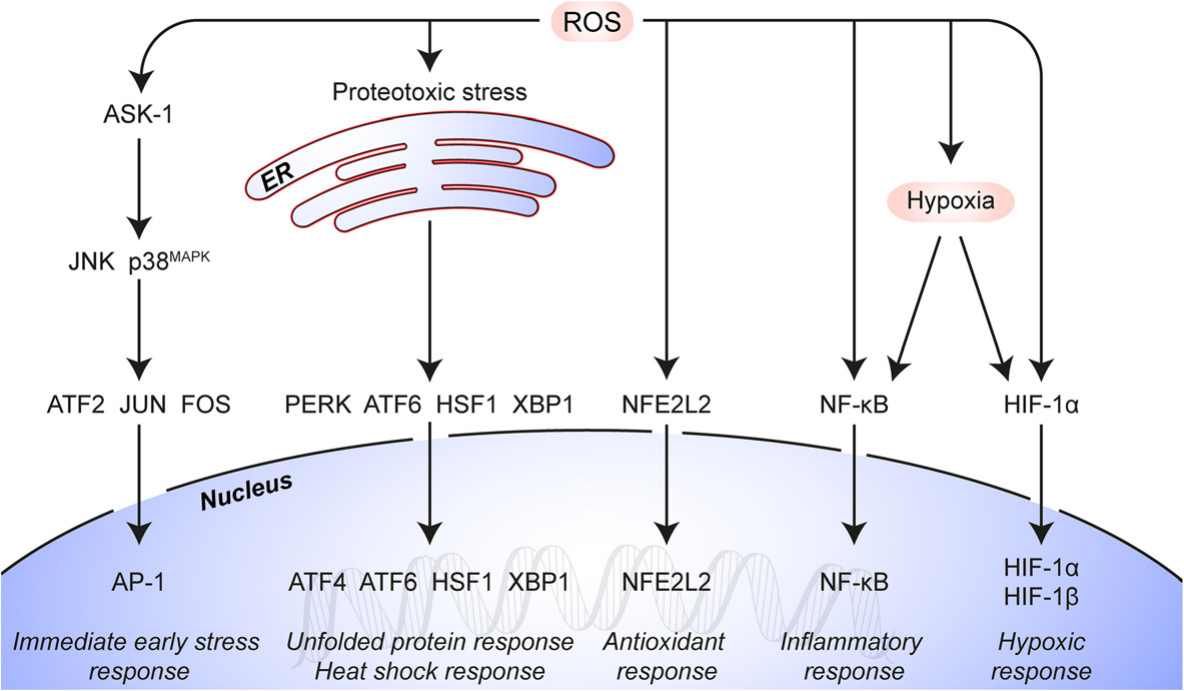
Induction of survival signaling after PDT. PDT-mediated ROS production results in activation of (1) the immediate early gene response via activator protein 1 (AP-1), (2) the unfolded protein response in reaction to endoplasmic reticulum (ER) stress, (3) the antioxidant response via nuclear factor (erythroid-derived 2)-like 2 (NFE2L2), (4) the inflammatory response via activation of nuclear factor of kappa light polypeptide gene enhancer in B-cells (NF-кB), and (5) the hypoxia-induced stress response via hypoxia-inducible factor 1-alpha (HIF-1α). Data and figure adapted from [10]

The main findings were, first, that ZnPC-ITLs are not toxic *in vitro* and *in vivo* up to a 500-μM and 2.5-mM final lipid concentration, respectively, at a ZnPC:lipid molar ratio of 0.003. Second, irradiation of cells at low laser power (50 mW, 15 J/cm^2^) caused considerable survival signaling after PDT via activation of hypoxia-inducible factor 1 (HIF-1) and nuclear factor of kappa light polypeptide gene enhancer in B-cells (NF-кB), which was associated with limited photokilling capacity. Irradiation of cells at high laser power (500 mW, 15 J/cm^2^) was associated with less extensive survival signaling and resulted in more profound cell death.

## Results

### PDT efficacy

The *in vitro* proof-of-concept regarding ZnPC-ITLs as part of a novel multi-targeting strategy for PDT was provided previously [14]. However, this study did not examine the effect of laser power on post-PDT viability. It was hypothesized that low laser power (*i.e*., low degree of ROS production per unit time) would allow cells to cope with ROS-induced damage, whereas high laser power would be more toxic to cells. To investigate the influence of laser power on PDT efficacy, SK-ChA-1 cells were incubated with ZnPC-ITLs and either not irradiated (dark toxicity, designated as ‘ITL’) or irradiated at high laser power (500 mW, designated as ‘ITL 500’) or low laser power (50 mW, designated as ‘ITL 50’) with a cumulative radiant exposure of 15 J/cm^2^. As shown in Fig. 2a, cells in the ITL group exhibited slightly higher metabolic activity than the control cells 24 h after treatment, whereas metabolic activity was completely abrogated in the treated cells. Cell death was assessed with the SRB protein assay, which revealed that cell viability had decreased to 47.6 % and 51.4 % (normalized to the control group) in the ITL 50 and ITL 500 groups, respectively (Fig. 2b).

**Fig. 2:**
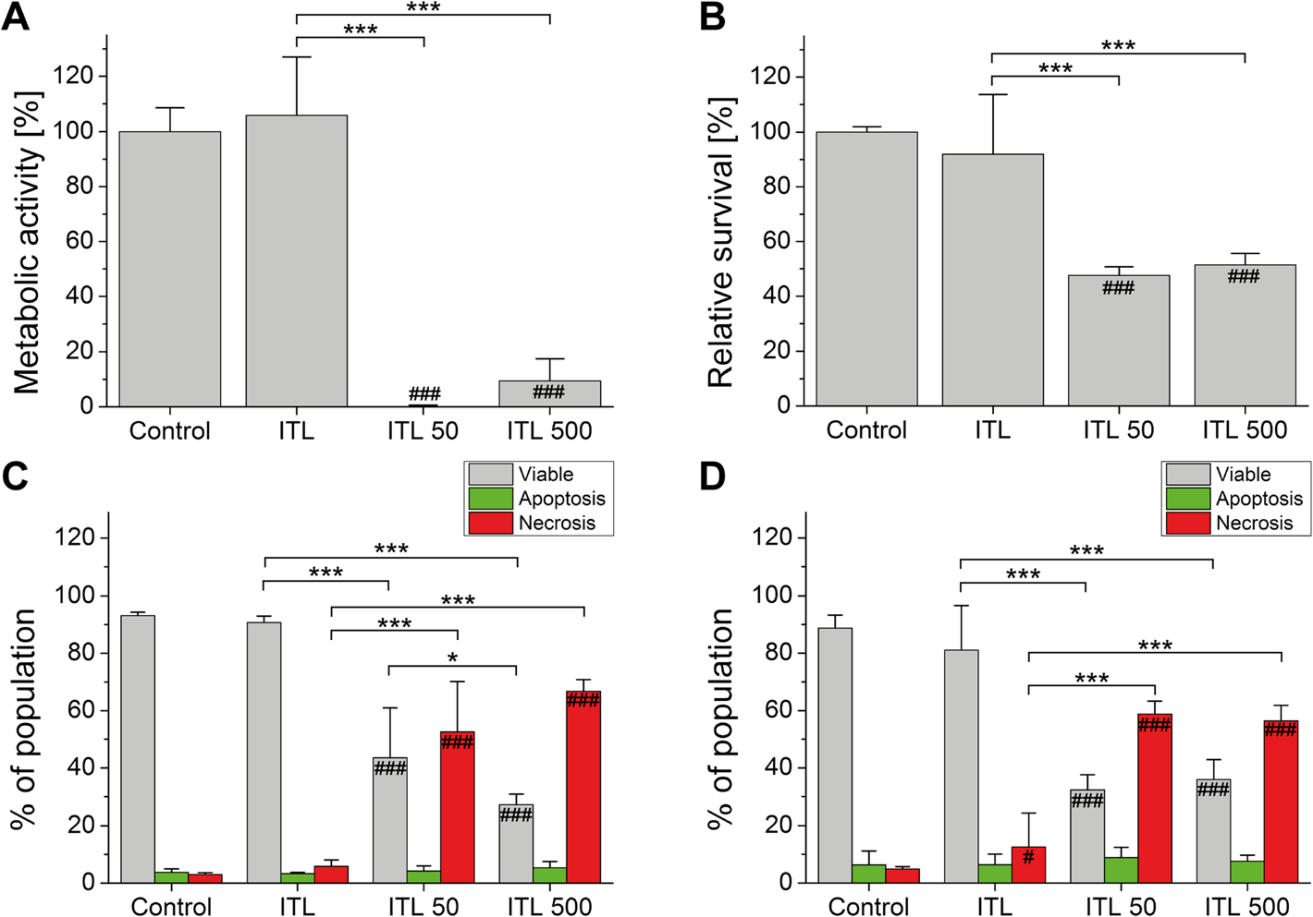
Viability of SK-ChA-1 cells after ZnPC-ITL-PDT. SK-ChA-1 cells were incubated with 500 μM ZnPC-ITLs (final lipid concentration) and kept in the dark (ITL) or were irradiated with 50-mW (ITL 50) or 500-mW (ITL 500) laser light at a cumulative radiant exposure of 15 J/cm^2^. Metabolic activity and the extent of cell death were assessed after 24 hours with a WST-1 assay (**a**) and SRB assay (**b**), respectively. Data were normalized to control cells that were set at 100 %. Alternatively, the mode of cell death was assessed 90 minutes (**c**) or 24 hours (**d**) post-PDT by flow cytometry. For this purpose, cells were stained with Alexa Fluor 488-conjugated annexin V and propidium iodide (PI). Necrotic cells are represented in red (PI-positive), apoptotic cells are shown in green (PI-negative, annexin V-positive), and healthy cells are represented in white (PI-negative, annexin V-negative). Values are presented as mean + SD for *n* = 6 per group. Readers are referred to section Statistical analysis for the significance of the statistical symbols

In addition, SK-ChA-1 cells were stained with annexin V and PI 90 min (Fig. 2c) and 24 h (Fig. 2d) after PDT to evaluate the mode of cell death by flow cytometry. After 90 min, the ITL group paralleled the control group with a cell viability of approximately 90 %, whereas 43.6 % and 27.2 % of cells were viable in the ITL 50 and ITL 500 groups, respectively (Fig. 2c). The difference in cell viability between the treatment groups was abolished 24 h after PDT (Fig. 2d), suggesting that execution of cell death programs had not yet completed 90 min after low light dose PDT and that laser power therefore dictates the rate at which cell death programs are executed.

### In vitro and in vivo toxicity

Next to efficacy, the safety of a new liposomal formulation is a critical parameter in the preclinical development trajectory. Therefore, *in vivo* toxicity was evaluated in two different animal models, namely in chicken embryos and in C57BL/6 mice. The chicken embryo model was chosen to assess acute toxicity, as it is a cheap and suitable substitute for mammalian models [15]. Alternatively, a mouse model was used to study long-term toxicity. As shown in Additional file 1: Figure S1, systemically administered ZnPC-ITLs did not exhibit any toxicity. In addition, whole genome microarray-based toxicogenomics is considered a valuable tool for evaluating the toxicity of xenobiotics [12, 16]. Therefore, as a complementary method to the *in vivo* toxicity testing, the *in vitro* toxicity of ZnPC-ITLs was analyzed in SK-ChA-1 cells by microarray analysis. 

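SK-ChA-1 cells are a human biliary cancer line. All 11 marker genes fixed for cholangiocytes passed the probe filter described below. So did 3 of 9 for fibroblasts, 6 of 10 for leukocytes, 5 of 8 for endothelial cells and 2 of 8 for hepatocytes. A probe passes by reaching a log2 signal of 5.26 on at least 1 of the 12 arrays. Of the 30113 probes with 1 gene name 20259 pass. Passing therefore does not show that a marker is expressed, and these counts do not identify the cell type. The control group received PBS, the ITL group received 500 μM lipid and stayed in the dark, and the ITL 500 and ITL 50 groups received the same lipid and 15 J/cm2 at 500 or 50 mW, with 3 arrays per group. RNA was collected 90 min after PDT, so the longer illumination at 50 mW also leaves more time since its start. All 12 arrays lie on 1 slide and each group fills positions of its own, so slide position cannot be separated from treatment.

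The values used here are the authors' log2 signals after background correction and quantile normalization. Probes were ranked by their highest value over the 12 arrays and the first 29710 were kept, which is the number left by the paper's detection filter and was chosen after the files had been seen; the lowest maximum kept is 5.26. Group means were compared with limma's moderated test on 1 linear model of all 12 arrays, and a probe is called at a Benjamini-Hochberg adjusted p of at most 0.05. Where all 3 arrays of a group lie below 5.26, that level replaces their mean and a called change is written as at least that fold, in places beside the fitted log2 value. The replicates are not stated to be separate cultures, so every p-value measures only the spread between samples. That spread, as the median SD of a probe, is 0.15 in the control and the ITL group, 0.16 in the ITL 500 group and 0.22 in the ITL 50 group.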

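Genes that answer strongly to light stay level in the dark with liposomes: *CXCL1*, *CXCL8*, *FOS* and *MMP1* have no adjusted p under 0.708 between the ITL and the control group, with 3 arrays each. That is the smallest adjusted p of any probe in this comparison. The mean distance between a control and an ITL array is 59.2, against 59.1 among control arrays and 58.8 among ITL arrays. On the first principal component the control arrays lie at -22.8, -26 and -23.9, and the ITL arrays at -26.1, -25.2 and -24.6. None of the 24 gene lists fixed for the other comparisons has a called member here, which follows because no probe is called.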

SK-ChA-1 control cells and cells that were incubated with ZnPC-ITLs in the dark (ITL) exhibited similar transcriptional responses (Fig. 3a). None of the genes were differentially expressed when comparing the ITL group to the control group, corroborating the *in vivo* data at a molecular level.

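No gene or other transcript is called between the ITL and the control group: limma gives 0 probes after adjustment, and 1134 at an unadjusted p under 0.05 where 1485.5 would arise by chance. The largest absolute log2 fold change is 1.15. The median 95% confidence interval of a probe reaches 0.41 to either side. In simulated data with the spread of these arrays, 7.46% of changes of 0.5, 58.2% of changes of 1 and 92.4% of changes of 2 were recovered at this group size. A change of 1 or less in single genes could therefore go uncalled, and so could some larger ones. Leaving out control replicate 2 brings 1 call.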

**Fig. 3:**
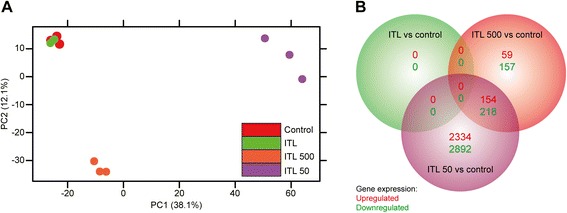
**a** Principal component analysis of SK-ChA-1 cells that were either untreated (in red), incubated with 500 μM ZnPC-ITLs (final lipid concentration) and kept in the dark (ITL, in green), or treated with 500-mW (ITL 500, in orange) or 50-mW (ITL 50, in purple) laser light. The extent to which a principal component (PC) accounts for the variability in the data is indicated in parentheses. **b** Venn diagram showing the number of non-overlapping upregulated and downregulated genes per group (in-circle values) and the number of overlapping upregulated and downregulated genes (values in the respective overlapping region) between the various treatment groups compared to the control group. The total number of genes that were up- and downregulated per group comprises the sum of all regions in a given circle

### Gross transcriptional response to PDT

In addition to the toxicogenomic profile of ZnPC-ITLs, the transcriptomic data was used to gain insight in the immediate early gene response [13] and explain the differences in cell viability that were observed 90 min post-PDT (Fig. 2c). As depicted in Fig. 3a, the global molecular response of the ITL 50 and ITL 500 groups were not associated and both groups showed a distinct response relative to the control group. 

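Both powers set the cells apart from the control group on the first principal component, and ITL 50 the further. PC1 carries 38.2% of the variance and places the ITL 50 arrays at 63.9, 50.6 and 59.6, and the ITL 500 arrays at -10.5, -8.47 and -6.24. PC2 carries 12.1% and sets the ITL 500 arrays apart from all others, at -30.2, -33.9 and -34.1. The mean distance from the control arrays is 101 for the ITL 50 group and 71.8 for the ITL 500 group, and the 2 treated groups lie 96.1 from each other. The ITL 50 arrays also differ most among themselves, at 76.7 against 62.1 in the ITL 500 group.

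Compared directly, 4908 probes differ between ITL 50 and ITL 500, 2231 higher in ITL 50 and 2677 lower. Cytokine and interferon genes are among the higher ones, and genes of S, G2 and M phase among the lower ones. The share of higher calls is 45.5%, and 64.3% when the arrays are centred on the ribosomal protein genes, a check chosen after the data were seen. Leaving out single arrays gives between 3566 calls (without ITL 500 replicate 2) and 5181 (without ITL 50 replicate 2).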

The ITL 500 modality resulted in the upregulation of 213 genes and downregulation of 375 genes (588 total) compared to the control regimen (Fig. 3b). 

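The probes called in the ITL 500 group belong to 148 genes that rose and 286 that fell, with *FOS* and *DUSP6* at the upper end and *DDIT4* and *BMF* at the lower. Among the calls 213 probes are higher and 375 lower than in the control group, with 3 arrays on each side. The number depends strongly on how many arrays enter, on how variances are estimated and on the filter. Leaving out any 1 of the 6 arrays lowers it more than 1.5-fold. The count is then 298 (without control replicate 3) to 355 (without ITL 500 replicate 3), so no 1 array stands out. It is 1419 with an intensity trend and robust variances, 1167 with array weights and 1271 with a stricter filter that was chosen after the data were seen. Against the ITL group in place of the control group it is 584.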

The number of differentially expressed genes in the ITL 50 group relative to control was ~10-fold greater (*i.e.*, 5,598) versus the ITL 500 group. 

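In the ITL 50 group 1731 genes rose and 2239 fell against the control group, with chemokines at the upper end and *MMP1* at the lower. They correspond to 5618 probes, 2501 higher and 3117 lower. With the ITL group as the reference 5716 probes are called. The share of higher calls is 44.5%, and 55.6% after centring on the ribosomal protein genes. Leaving out single arrays gives 4122 calls (without control replicate 2) to 5968 (without ITL 50 replicate 2). Array weights, which fall where an array departs from its group, are 0.337 for ITL 50 replicate 1 and 0.525 for ITL 50 replicate 2.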

Cells in the ITL 50 and the ITL 500 group exhibited some overlap in differentially expressed genes, namely 154 upregulated genes and 218 downregulated genes.

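Among the genes called upward at both powers are *DUSP6*, *ATF3*, *CXCL8*, *EDN1* and *RHOB*, and among those called downward at both are *DDIT4*, *BMF*, *CDKN1B* and *STC2*. Another probe of *ATF3* was called in ITL 500 alone, at 1.64, with 0.11 in ITL 50 (adjusted p = 0.697) and a direct difference of -1.53 (adjusted p = 7.07e-05). The shared calls are 154 probes higher and 218 lower, where independent calls would share 17.9 and 39.3. Both comparisons use the same 3 control arrays, which raises the overlap by an amount not measured directly. With different references for the 2 comparisons, control for one and ITL for the other, 145 or 159 probes are shared upward and 189 or 195 downward. Leaving out single arrays gives 88 (without control replicate 3) to 221 (without ITL 50 replicate 1) shared upward, and 117 to 341 downward for the same arrays.

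Over all probes the 2 sets of log2 fold changes correlate at 0.438, and those simulated with a common reference at 0.5. Their covariance is 0.0647 against 0.0235 simulated, and 0.0447 or 0.0471 with separate references. Not shared in direction are 2347 calls upward and 2899 downward in ITL 50, and 59 and 157 in ITL 500. They include 12 probes that are higher in ITL 50 and lower in ITL 500, where independent calls would give 31.6.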

### Differential gene regulation in response to PDT

To gain insight in the key processes that are initiated by PDT at the molecular level, the top increased and decreased genes were ranked based on the log_2_ fold-change (Fig. 4, with more detailed information in Tables 1 and 2). 

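Next to the chemokines, the strongest rises of the ITL 50 group include *UBD*, a ubiquitin-like protein induced by inflammatory cytokines (log2 fold change 5.85 ± 0.23 SE), *COXFA4L3* (at least 68.8-fold) and *PDZK1IP1* (4.82 ± 0.21). The strongest falls include *SPOCK1* (-2.67 ± 0.13), *CYP1A1* (-2.57 ± 0.31), *CGNL1* (-2.54 ± 0.20) and *IL1RL1* (-2.27 ± 0.13). In the ITL 500 group *RHOB*, a small GTPase gene known to respond to stress, rose by 2.18 ± 0.20, and *EFNA1* (-2.53 ± 0.27), *FBXO32* (-2.36 ± 0.18) and *NEDD9* (-2.08 ± 0.24) fell, each with 3 arrays per group. Other probes of these genes changed less. In ITL 500 those of *NEDD9* were not called (0.36 and -0.56). Those of *FBXO32* give -0.84, a call, and 0.01 without a call, and that of *EFNA1* was called at -1.29. Another probe of *COXFA4L3* rose by 2.59 in ITL 50.

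RNAs made without a poly(A) tail rank among these genes. The 28S ribosomal RNA gene *RNA28SN5* is higher by 4.46 in ITL 50 and 4.38 in ITL 500 (2.93 and 2.59 for its other probe), and *RNA5S9* by 4.40 and 2.48. The small nuclear RNA genes *RNU1-3* and *RNVU1-18* are higher by 4.52 and 4.47 in ITL 50; in ITL 500 they are higher by 1.75 and 1.71, calls that end without control replicate 2 (adjusted p = 0.0567) and control replicate 3 (0.0514) respectively. *SNORD14D* is higher in ITL 500 alone, by 2.57, and differs directly between the powers (adjusted p = 0.000208). Such probes can follow RNA quality or labelling as well as transcription.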

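Changes larger than 1 log2 unit were seen in 520 genes upward at 50 mW and 53 at 500 mW, and *UBD* and *CCL20* are examples that the lower power alone raised. In probes, 727 rose and 512 fell by more than that in ITL 50, against 77 and 134 in ITL 500. Directly between the powers 615 probes are higher in ITL 50 by more than 1 and 324 lower. All of these are calls of limma's moderated test with 3 arrays per group.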

Compared to the control group, the ITL 50 group exhibited more profound changes in gene expression than the ITL 500 group. Of note, the microarray expression data were validated by determining the transcript levels of specific genes by qRT-PCR, which revealed a strong correlation (Additional file 2: Figure S2).

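On the arrays *RPS18*, the reference gene of the qRT-PCR, is level, with log2 fold changes of 0.00 in ITL 50 and 0.03 in ITL 500. *JUN*, a subunit of AP-1, rose by 1.28 ± 0.16 SE in ITL 50 (adjusted p = 0.000238) and by 1.25 ± 0.16 in ITL 500 (adjusted p = 0.00196). Relative to *RPS18* on the same arrays these are 1.27 and 1.22. *CXCL1*, *EDN1*, *FOS*, *NFE2L2*, *RELA* and *VEGFA* are the other genes of the qRT-PCR panel. The qRT-PCR measurements themselves are not analysed here.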

**Fig. 4:**
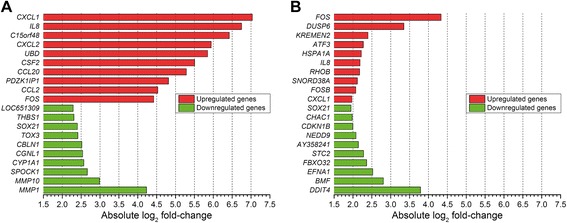
Top upregulated and downregulated PDT-induced genes as expressed by the log_2_ fold-change in gene expression in the ITL 50 (**a**) and ITL 500 group (**b**) compared to the control group. Genes were ordered by decreasing absolute log_2_ fold-change. Values are presented as the mean of *n* = 3 per group

**Table 1:** Top 10 most up- and downregulated genes induced by the 50-mW PDT regimen

Gene:	Full name:	Function:
*CXCL1*	chemokine (C-X-C motif) ligand 1	Cell proliferation, chemotaxis, inflammation
*IL8*	interleukin 8	Angiogenesis, chemotaxis, inflammation
*C15orf48*	chromosome 15 open reading frame 48	
*CXCL2*	chemokine (C-X-C motif) ligand 2	Chemotaxis, inflammation
*UBD*	ubiquitin D	Protein ubiquitination, aggresome formation, myeloid DC differentiation
*CSF2*	colony stimulating factor 2	Macrophage activation, DC differentiation, immune response
*CCL20*	chemokine (C-C motif) ligand 20	Chemotaxis, inflammation
*PDZK1IP1*	PDZK1 interacting protein 1	
*CCL2*	chemokine (C-C motif) ligand 2	Chemotaxis, inflammation
*FOS*	FBJ murine osteosarcoma viral oncogene homolog	Inflammation, cellular response to ROS, DNA methylation
*LOC651309*		
*THBS1*	thrombospondin 1	Cell adhesion, extracellular matrix organization
*SOX21*	SRY (sex determining region Y)-box 21	Transcription from RNA polymerase II promoter, SC differentiation
*TOX3*	TOX high mobility group box family member 3	DNA-dependent transcription
*CBLN1*	cerebellin 1 precursor	Positive regulation of synapse assembly
*CGNL1*	cingulin-like 1	Motor activity
*CYP1A1*	cytochrome P450, family 1, subfamily A, polypeptide 1	Xenobiotic metabolic processes, drug metabolic processes
*SPOCK1*	testican 1	Neuron migration, neurogenesis
*MMP10*	matrix metallopeptidase 10	Proteolysis, extracellular matrix disassembly
*MMP1*	matrix metallopeptidase 1	Proteolysis, extracellular matrix disassembly

Gene functions were obtained from The Gene Ontology Consortium (http://www.geneontology.org/)

**Table 2:** Top 10 most up- and downregulated genes induced by the 500-mW PDT regimen

Gene:	Full name:	Function:
*FOS*	FBJ murine osteosarcoma viral oncogene homolog	Inflammation, cellular response to ROS, DNA methylation
*DUSP6*	dual specificity phosphatase 6	Inactivation of MAPK activity
*KREMEN2*	kringle containing transmembrane protein 2	Wnt receptor signaling pathway
*ATF3*	activating transcription factor 3	Response to stress
*HSPA1A*	heat shock 70 kDa protein 1A	Response to unfolded protein, ubiquitin protein ligase binding
*IL8*	interleukin 8	Angiogenesis, chemotaxis, inflammation
*RHOB*	ras homolog family member B	GTP binding, apoptotic process, cellular response to H_2_O_2_
*SNORD38A*	small nucleolar RNA, C/D box 38A	
*FOSB*	FBJ murine osteosarcoma viral oncogene homolog B	Transcription factor binding
*CXCL1*	chemokine (C-X-C motif) ligand 1	Cell proliferation, chemotaxis, inflammation
*SOX21*	SRY (sex determining region Y)-box 21	Transcription from RNA polymerase II promoter, stem cell differentiation
*CHAC1*	ChaC, cation transport regulator homolog 1	Intrinsic apoptotic signaling pathway in response to ER stress, negative regulator of Notch signaling pathway
*CDKN1B*	cyclin-dependent kinase inhibitor 1B	Cell cycle arrest
*NEDD9*	neural precursor cell expressed, developmentally down-regulated 9	Cell adhesion, cell division, cytoskeleton organization
*AY358241*		
*STC2*	stanniocalcin 2	Cellular calcium ion homeostasis
*FBXO32*	F-box protein 32	Protein ubiquitination, response to denervation involved in regulation of muscle adaptation
*EFNA1*	ephrin-A1	Activation of MAPK activity, cell migration, aortic valve morphogenesis
*BMF*	Bcl2 modifying factor	Positive regulation of intrinsic apoptotic signaling pathway
*DDIT4*	DNA-damage-inducible transcript 4	Response to hypoxia, intrinsic apoptotic signaling pathway in response to DNA damage by p53 class mediator, negative regulation of TOR signaling cascade

Gene functions were obtained from The Gene Ontology Consortium (http://www.geneontology.org/)

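Chemokines that draw neutrophils and monocytes are among the largest rises in ITL 50. *CXCL1* went from 5.91 ± 0.35 (SD) to 12.94 ± 0.39, or 131-fold (log2 fold change 7.04 ± 0.22 SE, adjusted p = 1.08e-08), and *CXCL2* rose by 5.95 ± 0.27, *CCL20* by 5.29 ± 0.20 and *CCL2* at least 14.3-fold. Of 13 measured CXC and CC chemokines 9 rose, 0 fell and 4 were not called; adjusted over the list alone 9 rose, and the list lies higher than other genes (adjusted p = 4.13e-10 by camera, 0.00312 with an estimated correlation). *FOS* rose at least 15.1-fold (4.42 ± 0.83, adjusted p = 0.00305), but its 3 arrays differ with an SD of 2.36, and the change is 5.79 without ITL 50 replicate 1.

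The collagenase *MMP1* fell by 4.23 ± 0.31 (adjusted p = 4.81e-06), and the stromelysin *MMP10* (-2.99 ± 0.12) and the adhesion glycoprotein *THBS1* (-2.31 ± 0.19) fell too. Of 15 matrix metalloproteinase and matrix adhesion genes 3 rose and 5 fell, 3 and 6 adjusted over the list alone, and camera gives an adjusted p of 0.149 for a shift of the whole list. In ITL 500 2 chemokines rose, *CXCL8* and *CXCL1*, the latter by 1.97 ± 0.22, and 4 did so adjusted over the list alone (camera adjusted p = 0.0633); of the matrix genes 2 rose and 0 fell, 2 and 3 over the list alone. Directly between the powers 8 chemokines are higher in ITL 50, and of the matrix genes 1, *MMP7*, is higher and 4 are lower. Genes that the paper singled out on these same arrays, such as *CXCL1* or *MMP1*, are not independent evidence for the lists that hold them.

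**Figure D1:**
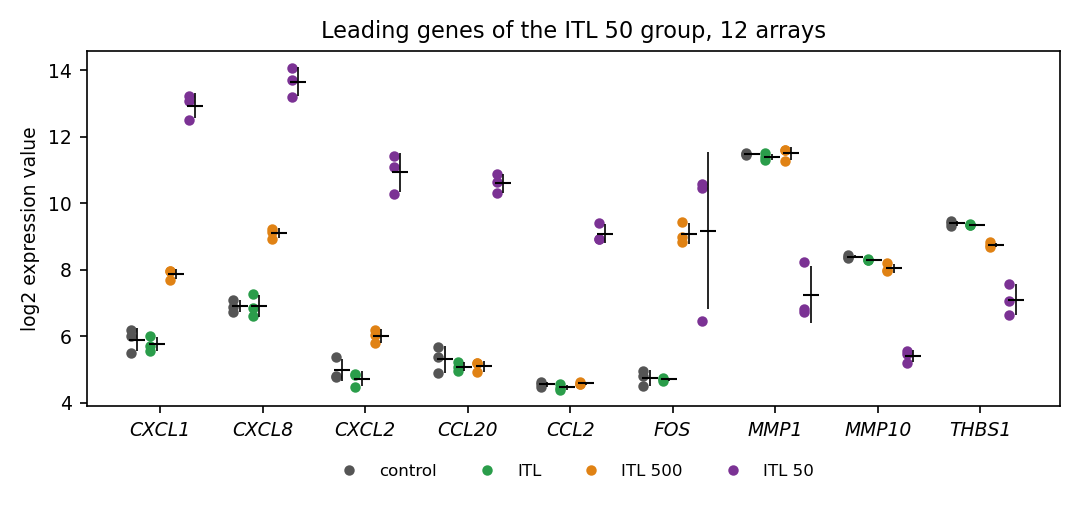
Log2 expression of chemokine, *FOS* and matrix genes on each of the 12 arrays, with the mean and SD of each group of 3.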

As shown in Table 1, the top upregulated genes in the ITL 50 group are involved in chemotaxis (chemokine (C-X-C motif) ligand 1 (*CXCL1*) and *CXCL2*), inflammation (interleukin 8 (*IL8*), FBJ murine osteosarcoma viral oncogene homolog (*FOS*)), and the immune response (colony stimulating factor 2 (*CSF2*)), whereas downregulated genes are associated with cell adhesion (thrombospondin 1 (*THBS1*)) and the extracellular matrix (matrix metallopeptidase 1 (*MMP1*), *MMP10*). In contrast, treatment of SK-ChA-1 cells at 500-mW laser power activated transcripts related to mitogen-activated protein (MAP) kinase (MAPK) signaling (dual specificity phosphatase 6 (*DUSP6*)), the stress response (activating transcription factor 3 (*ATF3*)), and response to ROS and unfolded proteins (*FOS*, heat shock 70 kDa protein 1A (*HSPA1A*)) (Table 2). 

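*DUSP6*, whose product switches off ERK, rose from 5.73 ± 0.25 (SD) to 9.07 ± 0.10 in ITL 500 (log2 fold change 3.35 ± 0.17 SE, adjusted p = 4.77e-06). Its other probe rose by 1.165 (adjusted p = 0.00134). The stress transcription factor gene *ATF3* rose by 2.28 ± 0.22 (adjusted p = 0.000306), and the inducible chaperone genes *HSPA1A* and *HSPA1B* by 2.16 ± 0.30 and 2.28 ± 0.30. *FOS* rose at least 14.2-fold (adjusted p = 0.0208); without any 1 of the 6 arrays its adjusted p lies between 0.064 and 0.0872, while the change stays between 4.16 and 4.46. The wide spread of *FOS* in the ITL 50 arrays enters that test.

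Of 16 measured heat shock genes 4 rose and 0 fell in ITL 500, 7 and 0 adjusted over the list alone, and the list lies higher than other genes by camera (adjusted p = 5.37e-06; adjusted p = 0.0909 with an estimated correlation). *HSPA8* is 1 of the 4 (0.78 ± 0.09). In ITL 50 3 rose, *DNAJB1*, *HSPA1A* and *HSPA1B*, and 2 fell, with 3 and 3 over the list alone and a camera adjusted p of 0.542. Directly, 1 heat shock gene is higher in ITL 50 and 5 are lower.

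**Figure D2:**
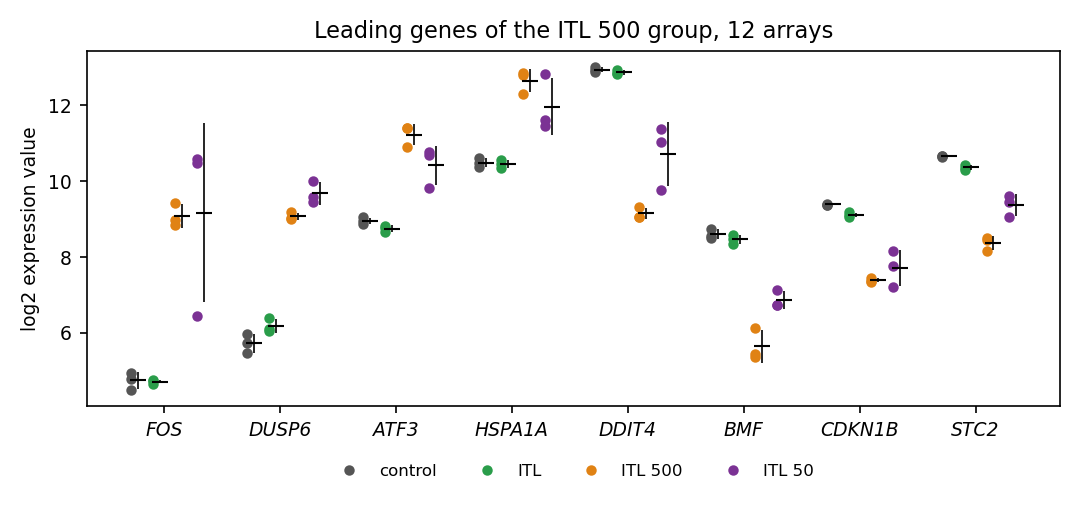
Log2 expression of 8 leading genes of the ITL 500 group on each of the 12 arrays, with the mean and SD of each group of 3.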

High-power irradiation also resulted in downregulation of genes involved in cell cycle arrest (cyclin-dependent kinase inhibitor 1B (*CDKN1B*)) and apoptosis initiation (Bcl2 modifying factor (*BMF*)).

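*CDKN1B*, which encodes the cell cycle inhibitor p27, fell by 2.00 ± 0.19 SE in ITL 500 (adjusted p = 0.000216) and by 1.67 ± 0.19 in ITL 50 (adjusted p = 0.000102). *BMF*, a pro-apoptotic BCL2 family member, fell by 2.96 ± 0.20 in ITL 500 (adjusted p = 2.17e-05) and by 1.73 ± 0.20 in ITL 50, a direct difference of 1.23 (adjusted p = 0.00148). *DDIT4*, an inhibitor of mTOR signaling, dropped by 3.79 ± 0.31 in ITL 500 and by 2.23 ± 0.31 in ITL 50. The p21 gene *CDKN1A* fell in ITL 500 alone, by 0.82 ± 0.13, and is higher in ITL 50 in the direct test (adjusted p = 0.00084). The direct test does not call *CDKN1B* (adjusted p = 0.293), but without ITL 50 replicate 1 it does, at 0.58 (adjusted p = 0.00931). These 4 calls in ITL 500 hold without any 1 array.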

In addition, gene ontology analysis was performed using the DAVID Bioinformatics Resources 6.7 database to gain insight in the upregulated genes (absolute log_2_ fold-change of > 1, corrected P-value of < 0.05 (section Data analysis and processing)) in the ITL 50 and ITL 500 group in terms of biological processes. 

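The genes passing both conditions include the ubiquitin-like *UBD* and the interferon-induced *ISG15* at 50 mW, and the ERK phosphatase gene *DUSP6* at both powers. Gene ontology was not repeated here, because its database is not used here. In its place 24 lists of genes were fixed before the values were seen, and each is tested with limma's camera against all other genes. Some hold genes that the paper had already ranked highest or lowest on these arrays, such as *BMF*, *DDIT4* or *DUSP6*. Such genes are not independent evidence for their lists. The members called in each list are counted upward and downward.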

Overrepresented gene ontology (GO) terms were evaluated and are presented in Table 3. 

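Zinc is part of the photosensitizer, but whether it acts on genes of zinc handling was not tested. The zinc exporter *SLC30A1* rose by 1.23 ± 0.16 SE in ITL 500 (adjusted p = 0.00184) and 0.87 ± 0.16 in ITL 50, and the metallothionein *MT1X* by 1.43 ± 0.20 in ITL 50. Of 7 metallothionein and zinc efflux genes 2 rose and 0 fell in ITL 50, 4 and 0 adjusted over the list alone (camera adjusted p = 0.0194; adjusted p = 0.407 with an estimated correlation). In ITL 500 it was 1 of 7, and the list is not shifted (camera adjusted p = 0.918). *MT1X* is the 1 member that differs directly, higher in ITL 50. In the dark ITL group, which received the same liposomes, 0 of the 7 were called against control (camera adjusted p = 0.85).

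Among 10 p53 target genes *GADD45A*, a growth arrest gene, rose by 0.91 ± 0.11 in ITL 50 and 1.03 ± 0.11 in ITL 500. The whole p53 list had 1 rise and 2 falls in ITL 50 (1 and 3 over the list alone) and 2 rises and 1 fall in ITL 500 (2 and 3). Its camera adjusted p is 0.639 in ITL 50. Directly 2 p53 targets are higher in ITL 50 and 4 lower.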

Characterization of the top 8 overrepresented GO terms revealed that the GO term “response to stress” applied to both the ITL 50 (involving 92 genes) and the ITL 500 (involving 16 genes) group. In the ITL 50 group, genes annotated with the GO terms “response to biotic stimulus” and “apoptosis” were overrepresented, as reflected by a *P*-value of 1.2 × 10^−17^ and 2.0 × 10^−7^, respectively. In contrast, the GO terms “MAP kinase phosphatase” and “regulation of cellular process” were overrepresented in the ITL 500 group. 

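Genes of the type I interferon response, which cells switch on against viruses, rose together in ITL 50: *IFIT3* by 2.37 ± 0.12 SE (adjusted p = 2.88e-07), *ISG15* by 2.33 ± 0.13, *IFIT1* by 2.28 ± 0.13 and the RNA sensor gene *RIGI* by 2.04 ± 0.15. Of 13 measured 12 rose and 0 fell, also adjusted over the list alone, with a median of 1.78 (camera adjusted p = 2.85e-14; 0.0132 with an estimated correlation). In ITL 500 0 rose and *IRF1* was called downward, a call that ends without 5 of the 6 arrays (adjusted p up to 0.0968); over the list alone 2 rose and 2 fell. All 13 are higher in ITL 50 in the direct test (camera with an estimated correlation, adjusted p = 0.00836).

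Of 9 anti-apoptotic genes *CFLAR* (1.34 ± 0.15), *MCL1* (1.31 ± 0.18) and *BCL2L1* (0.69 ± 0.11) rose in ITL 50 and 0 fell, 3 and 1 over the list alone. That list has a median of -0.06 but a mean of 0.19, and camera gives an adjusted p of 0.325. Of 9 pro-apoptotic BCL2 genes *BIK* rose by 1.00 ± 0.15 and *BAK1* by 0.89 ± 0.21 while *BMF* fell, 2 and 2 over the list alone (camera adjusted p = 0.659). In ITL 500 *BMF* was the 1 pro-apoptotic call, and 0 anti-apoptotic genes were called by limma, with 1 fall over the list alone. Directly, 3 genes of either list are higher in ITL 50.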

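Of 9 measured MAP kinase phosphatases 4 rose at both powers: besides *DUSP6*, *DUSP5* rose by 1.77 ± 0.22 SE in ITL 500 (adjusted p = 0.00147) and 3.08 ± 0.22 in ITL 50, and *DUSP4* at least 1.92-fold and 2.61-fold. *DUSP1* rose by 1.64 ± 0.36 in ITL 500 (adjusted p = 0.0418), but without any 1 array its adjusted p is 0.0794 to 0.133. The list has 4 rises and 0 falls in ITL 500, the same over the list alone (camera adjusted p = 0.000624; adjusted p = 0.0501 with an estimated correlation). In ITL 50 4 rose as well, 5 over the list alone (camera adjusted p = 0.000603; 0.026 with an estimated correlation).

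Some ERK feedback genes also rose at both powers. *SPRY4*, an inhibitor of receptor kinase signaling, rose by 1.95 ± 0.23 in ITL 500 and 3.55 ± 0.23 in ITL 50, and *PHLDA1* by 1.18 ± 0.10 and 1.37 ± 0.10. Of 12 genes 4 rose and 0 fell in ITL 500, 5 and 1 over the list alone (camera adjusted p = 0.000246; 0.0501 with an estimated correlation), and 8 rose and 1 fell in ITL 50, the same over the list alone (camera adjusted p = 0.000167; 0.026 with an estimated correlation). Directly, 2 phosphatases and 5 feedback genes are higher in ITL 50. *DUSP6* is 1 of these, by 0.60, a call that ends without 5 of the 6 arrays (adjusted p up to 0.095). Its other probe has a direct difference of -0.14 (adjusted p = 0.568), with smaller rises of 1.02 in ITL 50 and 1.165 in ITL 500.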

In summary, the main processes that were initiated following PDT include oxidative stress, cell death, and inflammation.

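Cytokine genes rose at 50 mW alone. Of 13 measured cytokine and colony-stimulating factor genes 6 rose and 0 fell in ITL 50, 7 over the list alone (camera adjusted p = 3.78e-05; 0.038 with an estimated correlation). *LIF*, a cytokine of the IL-6 family, rose by 1.31 ± 0.17 SE (adjusted p = 0.000283). In ITL 500 0 were called by limma and 0 over the list alone, and 8 of the 13 are higher in ITL 50 in the direct test.

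**Figure D3:**
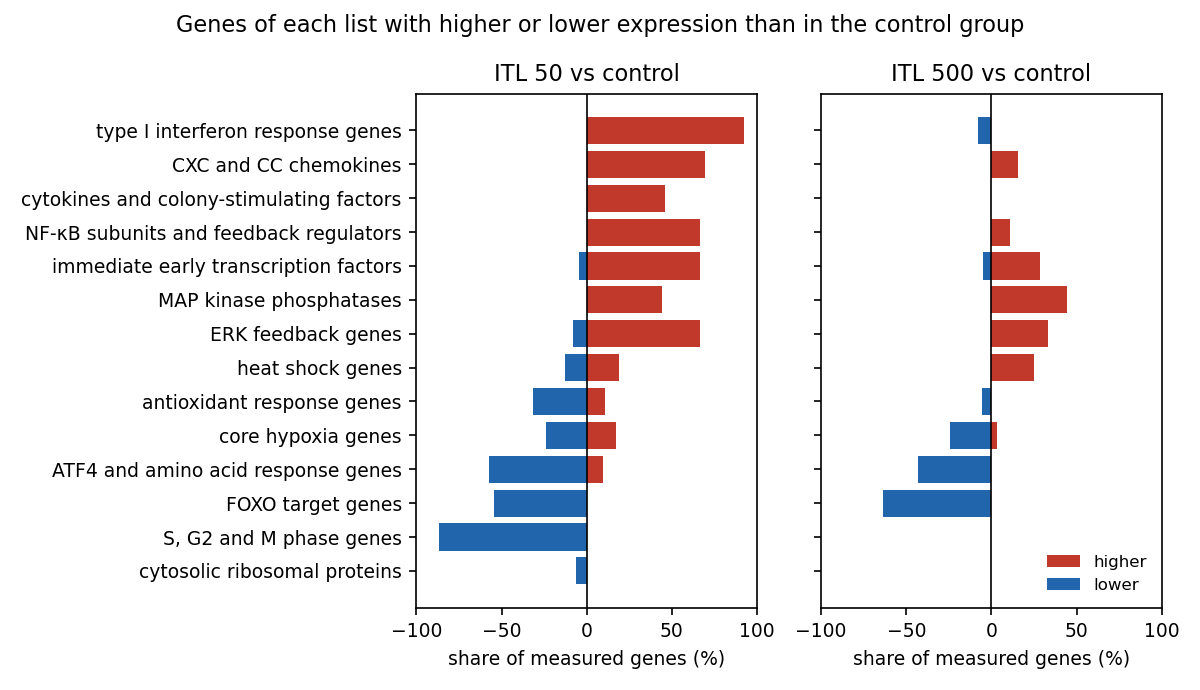
Share of the measured genes of 14 lists called higher or lower than in the control group, for ITL 50 and ITL 500.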

**Table 3:** Overrepresented GO terms in the ITL 50 and ITL 500 group

ITL 50			
Cluster [ES]	GO term	Count	*P*-value (FDR)
1 [12.96]	Response to biotic stimulus	45	1.2E-17
2 [11.83]	Response to stress	92	6.2E-13
3 [5.89]	Apoptosis	39	2.0E-7
4 [5.77]	Response to cytokine stimulus	14	9.8E-8
5 [5.13]	Regulation of apoptosis	47	2.4E-7
6 [4.92]	Regulation of response to stress	25	1.3E-7
7 [4.38]	Chemotaxis	19	1.3E-7
8 [4.18]	bZIP transcription factor	10	5.7E-6
ITL 500			
Cluster [ES]	GO term	Count	*P*-value
1 [3.97]	Response to stress	16	2.4E-5
2 [3.55]	MAP kinase phosphatase	4	1.8E-6
3 [3.15]	Regulation of cellular process	32	7.2E-5
4 [2.68]	Response to chemical stimulus	12	6.1E-4
5 [2.41]	Angiogenesis	6	5.7E-5
6 [2.33]	Fos transforming protein	4	8.5E-7
7 [2.08]	Regulation of cell proliferation	8	6.1E-3
8 [1.89]	Regulation of catalytic activity	9	2.2E-3

Gene ontology (GO) analysis was performed using the DAVID Bioinformatics Resources 6.7 database (https://david.ncifcrf.gov/). Significantly upregulated genes were loaded into DAVID and the HumanHT-12_V3_0_R2_11283641_A was selected as a background reference. An EASE score of 0.1 was used in the analysis and FDR-corrected *P*-values are presented

### Activation of survival pathways following PDT

Based on the survival pathways depicted in Fig. 1 and described in [10], survival signaling pathways were constructed in PathVisio to investigate whether and to what extent the PDT modalities initiated survival signaling in SK-ChA-1 cells (Figs. 5 and 6).

**Fig. 5:**
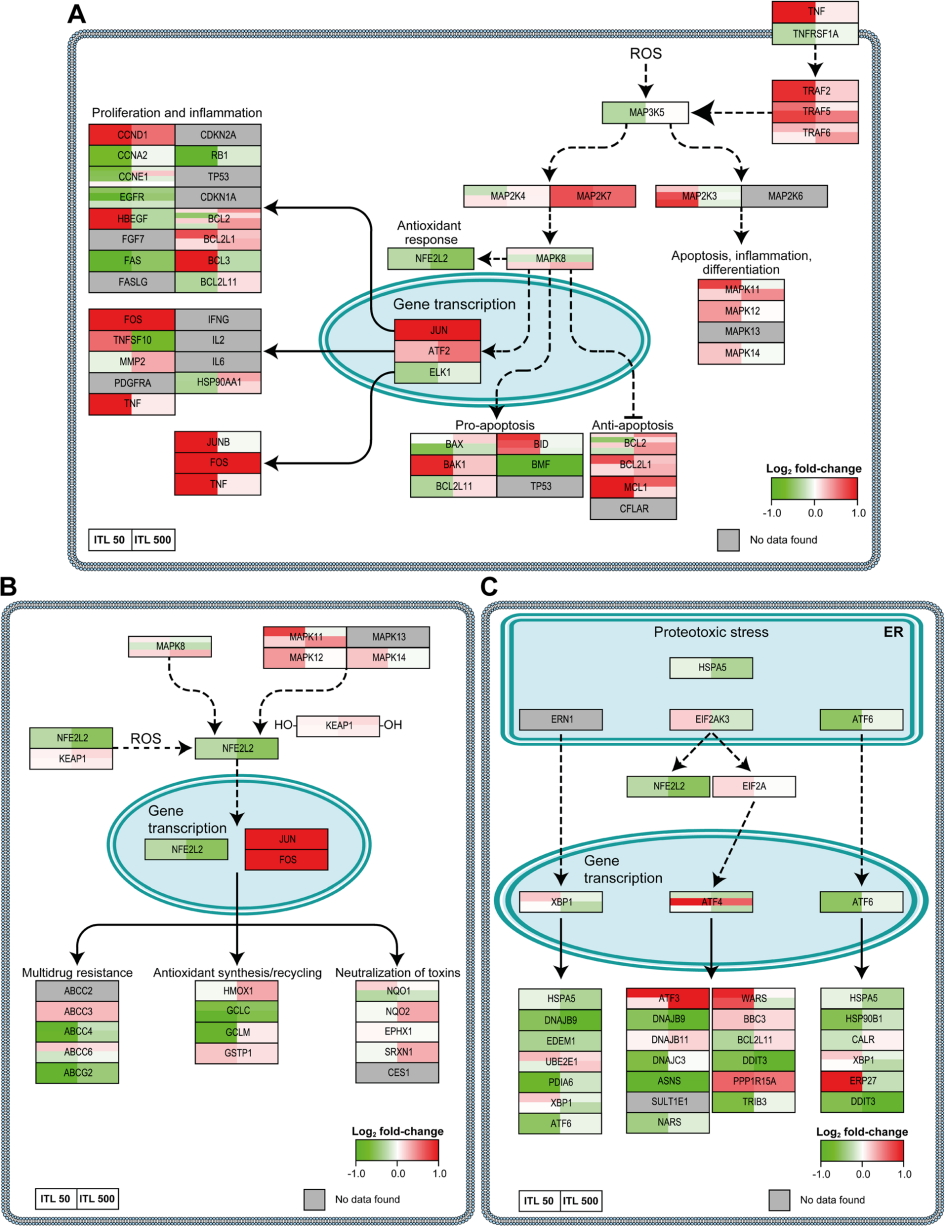
PDT-induced survival signaling. Genes are mapped that are involved in MAP3K5 (also known as ASK-1) signaling (**a**), NFE2L2 signaling (**b**), and the unfolded protein response following PDT (**c**). The color and intensity of the box indicates the direction and extent of the log_2_ fold-change for the indicated gene, respectively (lower right corner of each panel). Grey boxes signify probes that exhibited poor quality or were not included in the gene expression analysis. Each gene box, which typically comprises multiple probes as indicated by vertical splits, is horizontally divided in two halves corresponding to the PDT regimens (legend lower left). All comparisons were made between the PDT-treated groups versus the control group. Dashed lines indicate interactions that are not directly transcriptionally regulated. The molecular pathways were adapted from [10]

**Fig. 6:**
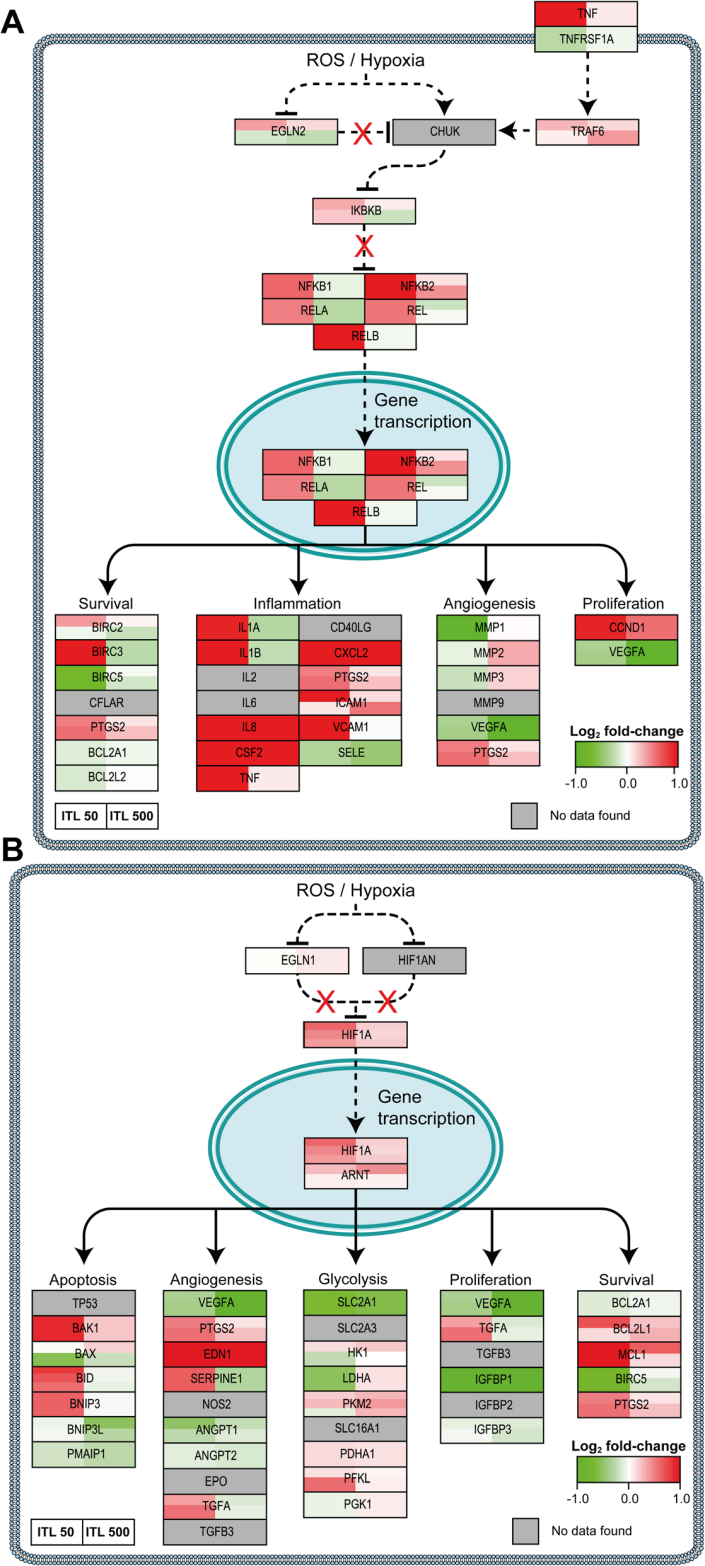
PDT-induced survival signaling. Genes are mapped that are involved in NF-кB signaling (**a**) and HIF-1 signaling (**b**) following PDT. The color and intensity of the box indicates the direction and extent of the log_2_ fold-change for the indicated gene, respectively (lower right corner of each panel). Grey boxes signify probes that exhibited poor quality or were not included in the gene expression analysis. Each gene box, which typically comprises multiple probes as indicated by vertical splits, is horizontally divided in two halves corresponding to the PDT regimens (legend lower left). All comparisons were made between the PDT-treated groups versus the control group. Dashed lines indicate interactions that are not directly transcriptionally regulated. The molecular pathways were adapted from [10]

#### Activation of ASK-1 and consequent JNK and p38 MAPK signaling

Apoptosis signal regulating kinase 1 (ASK-1) can be activated in two distinct ways: (1) as a result of ROS production and (2) via tumor necrosis factor (TNF) production and subsequent tumor necrosis factor receptor-associated factor 2 (TRAF2), TRAF5, and TRAF6 signaling, all of which associate with ASK-1 and stimulate autophosphorylation and activation of ASK1 [17]. 

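*FOSL1*, a FOS family member, rose by 2.20 ± 0.22 SE in ITL 50 (adjusted p = 4.51e-05) and 1.59 ± 0.22 in ITL 500 (adjusted p = 0.00317), and *KLF6* by 1.26 ± 0.14 and 0.93 ± 0.14. *JUN* and *FOS* show direct differences of 0.03 and 0.09 between the powers (adjusted p = 0.931 and 0.962), but without ITL 50 replicate 1 that of *FOS* is 1.45 (adjusted p = 0.000648). Of 21 immediate early transcription factors 14 rose and 1 fell in ITL 50, 15 and 1 over the list alone (camera adjusted p = 1.75e-07; 0.0132 with an estimated correlation). In ITL 500 6 rose and 1 fell, 8 and 2 over the list alone (camera adjusted p = 0.00016; adjusted p = 0.0501 with an estimated correlation). *IER2* rose in ITL 50 alone (2.26 ± 0.29) and is among 7 list members higher there in the direct test, with 1 lower.

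The AP-1 set of the paper, tested with limma's rotation test ROAST and 10000 rotations, holds 17 measured genes, of which 6 rose and 3 fell in ITL 50, 8 and 3 over the set alone. The set itself does not pass (adjusted p = 0.0825), and gives 0.000167 without ITL 50 replicate 1 and up to 0.901 without another array. In ITL 500 2 rose and 1 fell, 2 and 3 over the set alone (adjusted p = 0.933), with a mean of 0.18 and a median of 0.00.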

As depicted in Fig. 5a, activator protein 1 (AP-1, consisting of JUN and FOS, amongst others) was upregulated in both the ITL 50 and ITL 500 groups. Relative to the control group, numerous downstream genes of AP-1 signaling that exert pro-inflammatory and proliferative functions were more highly expressed in the ITL 50 group, including *TNF*, cyclin D1 (*CCND1*), heparin-binding EGF-like growth factor (*HBEGF*), B-cell CLL/lymphoma 3 (*BCL3*), and jun B proto-oncogene (*JUNB*) compared to the ITL 500 group.

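*BCL3*, an IκB family protein that acts with NF-κB, rose by 1.10 ± 0.13 SE in ITL 50 and lies 1.37 ± 0.13 above ITL 500 (adjusted p = 5.16e-05). *TNF* is higher in ITL 50 than in ITL 500 by at least 1.8-fold (adjusted p = 0.0149; 0.0533 without ITL 50 replicate 3), and rose against the control group too (adjusted p = 0.00986). *JUNB* lies 2.03 ± 0.51 above ITL 500 (adjusted p = 0.0192), a call that ends without 4 of the 6 arrays (up to 0.069). The direct difference of cyclin D1, *CCND1*, is 0.38 ± 0.10 (adjusted p = 0.0217, up to 0.0633 without 1 array), and it rose against control at both powers, by 0.94 ± 0.10 and 0.56 ± 0.10. In ITL 500 that call ends without 5 of the 6 arrays (up to 0.0716).

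*HBEGF* is 1.29 ± 0.37 above ITL 500 (adjusted p = 0.0358, up to 0.121 without 1 array), and against the control group it was not called (0.98 ± 0.37, adjusted p = 0.0975). Without ITL 50 replicate 1 that value is 1.53 (adjusted p = 0.000896). In the direct test 8 genes of the AP-1 set are higher in ITL 50 and 3 lower, and the set does not pass (adjusted p = 0.187).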

#### NFE2L2 signaling following PDT

Nuclear factor (erythroid-derived 2)-like 2 (NFE2L2) is a transcription factor that is ubiquitously expressed in the cytoplasm and degraded via kelch-like ECH-associated protein 1 (KEAP1) under non-stressed conditions. During oxidative stress the redox-sensitive KEAP1 is oxidized, causing dissociation of KEAP1 from NFE2L2 [18]. In turn, NFE2L2 dimerizes with small Maf, JUN, and FOS proteins, which then translocate to the nucleus to bind to the antioxidant responsive element (ARE) [19, 20]. This binding initiates transcription of a plethora of antioxidant-responsive genes. An overview of the effects of ZnPC-ITL-PDT treatment on the NFE2L2-mediated pathway is shown in Fig. 5b. PDT resulted in modest downregulation of *NFE2L2* transcription levels, although cells in both the ITL 50 and ITL 500 groups upregulated NFE2L2 binding partners (*JUN*, *JUNB*, *FOS*). 

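*NFE2L2*, the regulator of the antioxidant response, was lower by 0.54 ± 0.11 SE in ITL 500 (adjusted p = 0.0342), a call that ends without any 1 of the 6 arrays (adjusted p 0.0798 to 0.128). In ITL 50 it was not called (-0.30 ± 0.11, adjusted p = 0.0953); without ITL 50 replicate 1 it is -0.37 (adjusted p = 0.0435). Its partner *JUNB* rose in ITL 50 by 1.99 ± 0.51 (adjusted p = 0.0188, up to 0.0696 without 1 array) and was not called in ITL 500 (-0.04). *KEAP1*, which marks NFE2L2 for degradation, was called at neither power (0.05 and 0.15). The direct test does not call *NFE2L2* (adjusted p = 0.185), except with trend and robust variances (0.0465).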

Despite the fact that *NFE2L2* was downregulated in the ITL 500 group, several NFE2L2 target genes were upregulated (*e.g.*, heme oxygenase 1 (*HMOX1*), NAD(P)H dehydrogenase, quinone 2 (*NQO2)*, sulfiredoxin 1 (*SRXN1*)). Furthermore, expression of various genes involved in glutathione and redox cycling (glutamate-cysteine ligase, catalytic subunit (*GCLC*), glutamate-cysteine ligase, modifier subunit (*GCLM*), glutathione reductase (*GSR*)) were decreased in the ITL 50 group. 

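*HMOX1*, which breaks down heme, was not called in ITL 500 (log2 fold change 0.33 ± 0.18 SE, adjusted p = 0.47), nor were the quinone reductase gene *NQO2* (0.33 ± 0.12, adjusted p = 0.253) and the sulfiredoxin gene *SRXN1* (0.31 ± 0.18, adjusted p = 0.478). In ITL 50 their values are -0.04 for each and no call was made. *NQO1* was likewise level (0.17 in ITL 50 and 0.01 in ITL 500). The direct test between the powers calls none of these genes, but with trend and robust variances it calls *NQO2* lower in ITL 50 (adjusted p = 0.0156), and *SRXN1* with array weights (-0.51, adjusted p = 0.0341) or without ITL 50 replicate 1 (-0.60, adjusted p = 0.00246). At 3 arrays per group a change of this size is rarely called.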

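*GCLC* and *GCLM* encode the 2 subunits of the enzyme that limits glutathione synthesis, and in ITL 50 they fell by 1.11 ± 0.13 SE (adjusted p = 0.00012) and 0.89 ± 0.10 (adjusted p = 0.000104). A second probe of each was not called (-0.62 with adjusted p = 0.0618, and -0.66 with adjusted p = 0.0848). The probe chosen for *GSR* was not called (-0.13, adjusted p = 0.831), while another of its probes was lower by 0.67 (adjusted p = 0.0032). *TXNRD1*, which reduces thioredoxin, fell by 0.46 ± 0.10. In ITL 500 *GCLM* was level (0.08) and *GCLC* was called at -0.60, a call that ends without any 1 array (adjusted p 0.0707 to 0.148). *GCLM* is 0.97 lower in ITL 50 than in ITL 500 (adjusted p = 6.88e-05).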

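Among 19 antioxidant response genes 2 rose in ITL 50, the aldo-keto reductase gene *AKR1B10* by 0.97 ± 0.11 SE and *GPX2*, and 6 fell; over the list alone 2 rose and 7 fell (camera adjusted p = 0.149). In ITL 500 0 rose by limma and *GCLC* was the 1 fall, the same over the list alone, with a camera adjusted p of 0.918. The median of this list is -0.01 there and its mean 0.01.

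Of the 12 measured genes in the NFE2L2 set of the paper 1 rose and 4 fell in ITL 50, and ROAST gives a shift downward (adjusted p = 0.00025). Camera, which compares the set with other genes, does not call it (adjusted p = 0.214; adjusted p = 0.326 with an estimated correlation). In ITL 500 0 rose and 2 fell (ROAST adjusted p = 0.933), with a median of 0.05 and a mean of 0.00, and the direction, downward, turns without control replicate 3 (0.84), ITL 500 replicate 1 (0.839) or ITL 500 replicate 3 (0.937).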

Overall, there was no unequivocal induction of NFE2L2-related antioxidant-responsive genes 90 min after PDT in either group (Table 4).

**Table 4:** A ROAST gene set test was performed to evaluate whether a specific survival pathway was either up- (▲) or downregulated (▼)

		ITL 50		ITL 500	
Geneset	Genes	Direction	*P*-value (FDR)	Direction	*P*-value (FDR)
AP-1	18	▲	0.102	▼	0.927
NFE2L2	13	▼	<0.001	▲	0.927
UPR	22	▼	0.141	▼	0.164
HIF-1	28	▲	<0.001	▼	0.059
NF-κB	21	▲	<0.001	▲	0.059

The gene sets are based on the specific survival pathways as presented in Figs. 5 and 6. FDR-corrected *P*-values are presented

#### Unfolded protein response following PDT

The unfolded protein response (UPR) is a process that is initiated upon ER stress. In response to the accumulation of unfolded and misfolded proteins in the ER, protein translation is stalled, unfolded and misfolded proteins are degraded, and molecular players involved in protein folding are upregulated (reviewed in [21]). However, apoptotic cell death is triggered when the amount of unfolded and misfolded proteins exceeds a certain threshold [21, 22]. During UPR signaling, HSPA5 binds unfolded and misfolded proteins in the ER lumen, which causes activation of endoplasmic reticulum to nucleus signaling 1 (ERN1), eukaryotic translation initiation factor 2-alpha kinase 3 (EIF2AK3), and ATF6 (Fig. 5c). Activation of these proteins in turn triggers the release of various transcription factors, which include X-box binding protein 1 (XBP1), ATF4, and ATF6. 

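*XBP1*, which drives the unfolded protein response, was level in ITL 50 (log2 fold change 0.00 ± 0.11 SE) and not called in ITL 500 (-0.28 ± 0.11, adjusted p = 0.289; 0.0395 with trend and robust variances). *ATF6*, a sensor in the endoplasmic reticulum, fell by 0.53 ± 0.12 in ITL 50 (adjusted p = 0.0102) and was not called in ITL 500 (-0.08). The probe chosen for *ATF4*, the translation-controlled stress factor, rose by 1.63 ± 0.18 in ITL 50 (adjusted p = 0.000113) and was not called in ITL 500 (0.62, adjusted p = 0.137). A further probe of *ATF4* gives -0.18 in ITL 50. The direct difference of *ATF6* is -0.45 (adjusted p = 0.0257) and ends without 5 of the 6 arrays (up to 0.0724).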

As shown in Fig. 5c, both the ITL 50 and ITL 500 groups did not clearly induce these transcription factors. 

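*HSP90B1*, a chaperone of the endoplasmic reticulum, fell by 0.57 ± 0.13 SE in ITL 50 (adjusted p = 0.00797) and was not called in ITL 500 (-0.20, adjusted p = 0.536). *EDEM1*, which sends misfolded proteins to degradation, was called in neither group (-0.37 with adjusted p = 0.116, and -0.31 with adjusted p = 0.383), except at -0.53 in ITL 50 without ITL 50 replicate 2 (adjusted p = 0.0167). Of 16 chaperone genes of this compartment 0 rose and 3 fell in ITL 50, 1 and 9 over the list alone (camera adjusted p = 0.0269; adjusted p = 0.414 with an estimated correlation). In ITL 500 0 rose by limma and 1 fell, the same over the list alone (camera adjusted p = 0.131). Directly, 1 chaperone gene is lower in ITL 50.

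Genes of the ATF4 and amino acid response fell at both powers. *ASNS*, asparagine synthetase, fell by 1.89 ± 0.16 in ITL 50 and 1.33 ± 0.16 in ITL 500, *PSAT1* by 1.99 ± 0.10 and 0.68 ± 0.10, and *CHAC1* by 1.30 ± 0.13 and at least 2.4-fold. Of 21 such genes 2 rose and 12 fell in ITL 50, 2 and 13 over the list alone (camera with an estimated correlation, adjusted p = 0.0132), and 0 rose and 9 fell in ITL 500, 1 and 11 over the list alone (adjusted p = 0.00199 in the same test). Directly 5 are higher in ITL 50 and 6 lower.

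The UPR set of the paper has 22 measured genes, of which 3 rose and 7 fell in ITL 50 (4 and 10 over the set alone) and 1 rose and 3 fell in ITL 500. It passes ROAST at neither power (adjusted p = 0.0701 and 0.338). Without ITL 50 replicate 2 the first is 5e-04.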

In fact, various downstream genes of XBP1, ATF4, and ATF6 were downregulated rather than upregulated (*e.g.*, ER degradation enhancer, mannosidase alpha-like 1 (*EDEM1*), heat shock protein 90 kDa beta (*HSP90B1*)) in both groups 90 min after PDT, altogether attesting to the disinvolvement of the UPR survival pathway in ZnPC-ITL-PDT.

#### Activation of pro-inflammatory signaling via NF-кB

NF-кB consists of a subfamily of proteins that include NF-кB1, NF-кB2, v-rel avian reticuloendotheliosis viral oncogene homolog (REL), RELA, and RELB. Activation of NF-кB following PDT can occur by various pathways as shown in Fig. 6a. First, NF-кB can be activated via direct activation of conserved helix-loop-helix ubiquitous kinase (CHUK) during hypoxic conditions, which inhibits inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta (IKBKB) [23]. Second, NF-кB activation occurs via inhibition of oxygen-dependent egl-9 family hypoxia-inducible factor 2 (EGLN2) that leads to CHUK activation and consequently IKBKB inhibition [23]. Third, NF-кB can be activated via tumor necrosis factor receptor superfamily, member 1A (TNFRSF1A) signaling, leading to TRAF6 activation and NF-кB induction [24]. The activation of NF-кB promotes various pathways directly and indirectly related to cell survival, including proliferation, inflammation, and survival.

As presented in Fig. 6a, treatment of SK-ChA-1 cells at low laser power resulted in upregulation of all members of the NF-кB subfamily. 

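*NFKB2* and *RELB*, the subunits of the non-canonical NF-κB arm, rose most in ITL 50, by 2.32 ± 0.23 SE (adjusted p = 3.92e-05) and 2.09 ± 0.24 (adjusted p = 0.000111). *NFKB1* rose by 0.59 ± 0.17 (adjusted p = 0.032), a call that ends without 5 of the 6 arrays (adjusted p up to 0.115), and *RELA* by 0.49 ± 0.14 (adjusted p = 0.0354), which ends without 4 (up to 0.0982). *REL* was not called (0.53 ± 0.37, adjusted p = 0.384) and neither was its other probe (adjusted p = 0.142); without ITL 50 replicate 3 *REL* is 0.97 (adjusted p = 0.0497).

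The inhibitors that NF-κB itself induces rose as well, *NFKBIZ* by 2.72 ± 0.21, *NFKBIE* by 2.02 ± 0.12 and *NFKBIA* by 1.95 ± 0.12. Of 18 measured subunit and feedback genes 12 rose and 0 fell, 13 over the list alone (camera adjusted p = 5.96e-10; 0.00827 with an estimated correlation).

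**Figure D4:**
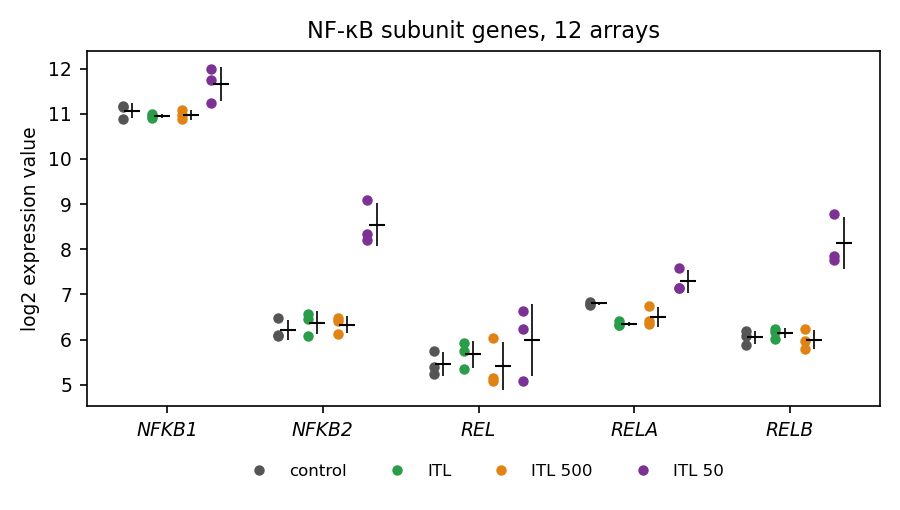
Log2 expression of the 5 NF-κB subunit genes on each of the 12 arrays, with the mean and SD of each group of 3.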

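At 500 mW the subunit genes stayed without a call: *NFKB2* (0.12 ± 0.23 SE, adjusted p = 0.878), *RELB* (-0.05 ± 0.24), *NFKB1* (-0.09 ± 0.17), *RELA* (-0.31 ± 0.14) and *REL* (-0.04 ± 0.37). Tested directly, *NFKB2* is higher in ITL 50 by 2.21 ± 0.23 (adjusted p = 7.19e-05), *RELB* by 2.13 ± 0.24 and *RELA* by 0.79 ± 0.14 (adjusted p = 0.00315). For *NFKB1* it is 0.68 ± 0.17 (adjusted p = 0.0174, but 0.0525 without ITL 500 replicate 2 and 0.0599 without ITL 500 replicate 3), and *REL* was not called (adjusted p = 0.361), except at 1.01 without ITL 50 replicate 3 (adjusted p = 0.0468). The feedback gene *NFKBIZ* rose in ITL 500 (1.43 ± 0.21) and is 1 of 2 rises among the 18 genes there, with 0 falls and 2 over the list alone (camera adjusted p = 0.901). Directly 12 of the 18 are higher in ITL 50.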

Strikingly, this response was not observed in the ITL 500 group, suggesting that the acute damage induced by the high-dose irradiation favored cell death signaling rather than cell salvage signaling. Furthermore, the ITL 50 group exhibited upregulated expression of NF-кB downstream genes (Table 4), including *CSF2*, *CXCL2*, and vascular cell adhesion molecule (*VCAM*). In addition, cells in the ITL 50 group also upregulated various pro-inflammatory cytokines, including IL1 alpha (*IL1A*), IL1 beta (*IL1B*), and *IL8*, with a log_2_ fold-change of 0.93, 1.48, and 6.75, respectively.

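*VCAM1* and *ICAM1*, adhesion molecules for leukocytes, rose in ITL 50, the former at least 1.6-fold (adjusted p = 0.000867) and the latter by 2.47 ± 0.36 SE (adjusted p = 0.000667). Neither was called in ITL 500, and both are higher in ITL 50 directly (adjusted p = 0.000975 and 0.00119). *CXCL2* was not called in ITL 500 (1.03 ± 0.27, adjusted p = 0.087), but it is with trend and robust variances (0.00578), with array weights (0.0205) or with ITL as the reference (at least 1.69-fold, adjusted p = 0.0351), and it differs by 4.92 ± 0.27 between the powers. Of 18 measured genes in the paper's NF-κB set 10 rose and 1 fell in ITL 50, 10 and 2 over the set alone. ROAST gives a shift upward (adjusted p = 0.00025), and camera does too (adjusted p = 0.000768; 0.0173 with an estimated correlation). In ITL 500 2 rose and 0 fell, 3 and 2 over the set alone, and the set does not pass (ROAST adjusted p = 0.338; mean 0.10, median 0.00, direction upward).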

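*IL1B*, a cytokine released on cell damage, rose by 1.48 ± 0.28 SE in ITL 50 (adjusted p = 0.0033), and *CXCL8*, the gene of IL-8, by 6.75 ± 0.22 or 108-fold (adjusted p = 1.63e-08), from 6.91 ± 0.18 (SD) to 13.66 ± 0.44. *IL1A* rose at least 1.46-fold (0.93 ± 0.24, adjusted p = 0.0179), a call that ends without 3 of the 6 arrays (adjusted p up to 0.0738). In ITL 500 *CXCL8* rose by 2.19 ± 0.22 (adjusted p = 0.000427), and *IL1A* and *IL1B* were not called (-0.32 and -0.26). All 3 are higher in ITL 50 in the direct test, *CXCL8* by 4.56 ± 0.22, *IL1B* by 1.74 ± 0.28 and *IL1A* by at least 1.46-fold.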

#### Activation of HIF-1 following PDT

Under normoxic conditions, HIF1A is hydroxylated by EGLN1 and hypoxia inducible factor 1, alpha subunit inhibitor (HIF1AN), which mediates recognition of HIF1A by von Hippel-Lindau tumor suppressor, E3 ubiquitin protein ligase (VHL) that targets HIF1A for ubiquitin-mediated proteasomal degradation. However, during oxidative stress and hypoxia, the oxygen sensors EGLN1 and HIF1AN are inhibited and thereby prevent degradation of HIF1A (reviewed in [25]). Downstream HIF-1 target genes then promote glycolysis, angiogenesis, and proliferation, all of which support cell survival. 

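The probe chosen for *HIF1A* itself rose by 0.60 ± 0.12 SE in ITL 50 (adjusted p = 0.00462) and was not called in ITL 500 (0.18). Its direct difference of 0.42 (adjusted p = 0.0327) ends without 5 of the 6 arrays (up to 0.111). The other *HIF1A* probes were not called in ITL 50 (0.46 with adjusted p = 0.0821, and 0.38 with adjusted p = 0.0946). They do not differ directly either (adjusted p = 0.271 and 0.455). *TGFA*, a growth factor, rose by 0.55 ± 0.16 in ITL 50 (adjusted p = 0.0288). *BNIP3*, a mitophagy receptor, rose by at least 1.08-fold (adjusted p = 0.0417), a call that ends without 4 of the 6 arrays (adjusted p up to 0.0998), and its log2 fold change is 0.62, or 0.37 without ITL 50 replicate 2 (adjusted p = 0.0751). *ARNT*, the partner of HIF1A, stayed level (0.06 and 0.05).

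Of 27 measured genes in the paper's HIF-1 set 6 rose and 2 fell in ITL 50, 6 and 4 over the set alone. ROAST gives a shift upward (adjusted p = 0.0015), with a mean of 0.12 but a median of -0.07. That result ends without control replicate 2 (adjusted p = 0.431) or ITL 50 replicate 2 (0.249), and camera does not call it (adjusted p = 0.271; adjusted p = 0.419 with an estimated correlation). In ITL 500 1 rose and 2 fell, 2 and 4 over the set alone (ROAST adjusted p = 0.338).

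**Figure D5:**
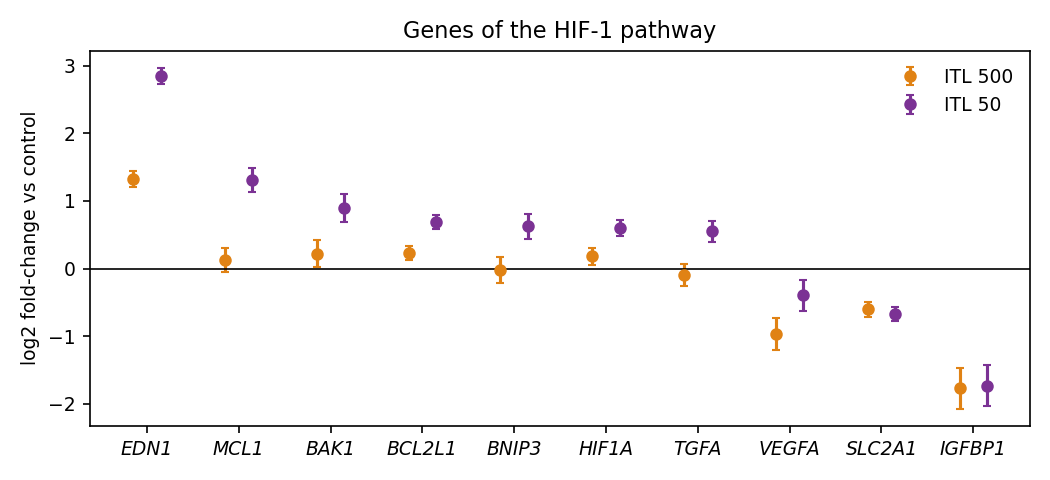
Log2 fold change and SE of 10 genes linked to HIF-1, for ITL 50 and ITL 500 against the control group, with 3 arrays in each group.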

As shown in Fig. 6b, upregulation of HIF-1-induced genes was observed 90 min post-PDT in the ITL 50 group (Table 4). 

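*EDN1* makes the peptide endothelin, which narrows vessels, and its transcript rose from 7.50 ± 0.08 (SD) to 8.83 ± 0.18 in ITL 500 and 10.36 ± 0.06 in ITL 50. The log2 fold changes are 1.33 ± 0.12 SE (adjusted p = 0.000147) and 2.85 ± 0.12 (adjusted p = 7.39e-08). The direct difference is 1.53 ± 0.12 (adjusted p = 7.75e-06). None of these 3 calls ends when an array is left out.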

ZnPC-ITL-PDT led to upregulation of endothelin 1 (*EDN1*), a gene that is downstream of HIF1A and a known vasoconstrictor, in both groups after PDT. Unexpectedly, downregulation of vascular endothelial growth factor A (*VEGFA*), solute carrier family 2 (facilitated glucose transporter), member 1 (*SLC2A1*), and insulin-like growth factor binding protein 1 (*IGFBP1*) was observed in both groups.

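*SLC2A1*, the glucose transporter GLUT1, fell in ITL 50 by 0.67 ± 0.11 SE (adjusted p = 0.00101) and was called at -0.61 ± 0.11 in ITL 500 (adjusted p = 0.0119), which ends without 4 of the 6 arrays (up to 0.0603). *IGFBP1*, which binds insulin-like growth factors, fell by 1.74 ± 0.30 in ITL 50 and 1.77 ± 0.30 in ITL 500; the latter call ends without control replicate 3 (adjusted p = 0.0501) or ITL 500 replicate 2 (0.0548). The probe chosen for *VEGFA* was not called (-0.40 with adjusted p = 0.287, and -0.97 with adjusted p = 0.0613), and another of its probes was lower at both powers, by 0.36 (adjusted p = 0.0343) and 0.98 (adjusted p = 0.000665).

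Core hypoxia genes moved in both directions. *ADM*, adrenomedullin, fell by 0.92 ± 0.16 in ITL 50 and 1.42 ± 0.16 in ITL 500, while *ANGPTL4* rose by 1.19 ± 0.13 and 0.82 ± 0.13. Of 29 genes 5 rose and 7 fell in ITL 50, 5 and 10 over the list alone (camera adjusted p = 0.325). In ITL 500 1 rose and 7 fell, 2 and 9 over the list alone (camera adjusted p = 0.00391; adjusted p = 0.477 with an estimated correlation). Directly, 6 are higher in ITL 50 and 3 lower.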

## Discussion

Perihilar cholangiocarcinoma is a rare but highly lethal cancer that is typically diagnosed at an advanced tumor stage, accounting for the fact that the tumor cannot be resected in approximately 70–80 % of the patients [26]. It was demonstrated in a cohort of non-resectable patients that, when standard intervention (stenting) was combined with PDT, the median survival could be prolonged from 6 to 9 months to 21 months post-diagnosis (summarized in [27]). However, the management of non-resectable perihilar cholangiocarcinoma remains palliative. Inasmuch as PDT is a promising treatment strategy for perihilar cholangiocarcinoma, novel routes have been explored to increase therapeutic efficacy and to develop a more patient-friendly PDT strategy [11]. For those purposes, ZnPC-encapsulating liposomes (ITLs), which are part of a novel multi-targeted liposomal delivery platform for PDT [11, 14], were evaluated for toxicity and for the potential use in PDT of perihilar cholangiocarcinoma. The experiments demonstrated that (1) ZnPC-ITLs are not toxic *in vitro* and *in vivo* at high lipid concentrations, (2) irradiation of SK-ChA-1 cells at high laser power (500 mW, 15 J/cm^2^) resulted in more profound acute cell death than PDT at low laser power (50 mW, 15 J/cm^2^), and (3) irradiation of SK-ChA-1 cells at low laser power caused considerable survival signaling after PDT via activation of mainly HIF-1 and NF-кB.

The response of SK-ChA-1 cells to PDT at low (50 mW) or high laser power (500 mW) was compared. Since PDT treatment at low laser power causes moderate ROS production over an extended period of time [14], cells likely had the opportunity to activate an antioxidant (possibly via NFE2L2) and survival response to remediate the acute effects of ROS and cope with the ROS-induced damage more effectively than cells that were severely damaged by the 500-mW laser irradiation. This postulation is supported by the viability data, which demonstrated that cells irradiated at 50 mW were more viable at 90 min post-PDT than cells irradiated at 500 mW. The difference in cell viability at 90 min post-PDT was, however, abolished 24 h after PDT. A possible explanation is that, when cells are unable to cope with the PDT-inflicted damage, the execution of cell death programs via either apoptosis, (programmed) necrosis, and/or autophagy is ultimately completed. The time required to complete the activated cell death programs is apparently longer for moderately damaged cells than for highly damaged cells. Both PDT regimens also entirely abrogated metabolic activity 24 h post-PDT, which may be explained by the intracellular localization of ZnPC. ZnPC is largely confined to mitochondria upon cell entry [11], which is the source of electrons for the WST-1-based metabolic activity assay [28]. PDT-induced mitochondrial damage debilitates electron production and leakage from the electron transport chain, thereby hampering the reduction of WST-1 to the formazan chromophore. Metabolic perturbations (measured by WST-1) occur chronologically before cell death-mediated fragmentation and detachment from the wells plate (measured by the SRB assay), as a result of which the WST-1 data reflects more profound cell damage than the total protein assay at 24 h post-PDT.

To understand the molecular events that are triggered directly after PDT, whole genome expression profiles were established of PDT-treated SK-ChA-1 cells in the early phase (90 min) after PDT in line with previous reports [13]. Since the cellular redox state of a cell changes during PDT as a result of the production of ROS and reactive nitrogen species *(e.g.*, peroxynitrite) [29], PDT causes activation of a variety of redox-sensitive proteins and transcription factors [10]. ASK-1, also known as mitogen-activated protein kinase kinase kinase 5 (MAP3K5)) is associated with thioredoxin under physiological conditions and thereby kept inactive. However, during oxidative stress thioredoxin is oxidized and dissociates from ASK-1, leading to its activation [17]. Consequently, JUN N-terminal kinase (JNK, also designated as MAPK8) and protein 38 (p38) MAPK signaling is induced, leading to the immediate-early gene response via AP-1 [30]. Furthermore, UPR signaling and redox-sensitive transcription factors NFE2L2, NF-кB, and HIF1A are activated under oxidative stress and are able to initiate a plethora of processes (reviewed in [10]), including cell proliferation, inflammation, and angiogenesis.

When the PDT-treated groups were compared to the control group, SK-ChA-1 cells subjected to low-power PDT displayed a different response than cells treated using high-power PDT. Moreover, the number of up- and downregulated genes was considerably greater in the ITL 50 group than in the ITL 500 group. These data indicate that SK-ChA-1 cells treated by low-power PDT attempt to survive, as evidenced by the significant upregulation of HIF-1- (*P* < 0.001) and NF-κB-mediated (*P* < 0.001) pathways. It should be noted, however, that the experiments were carried out under normoxic conditions. 

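The paper reasons that cells treated at low power try to survive, because targets of HIF-1 and of NF-κB are raised there. In the direct test between the powers, 10 genes of the NF-κB set are higher in ITL 50 and 1 lower, and 6 genes of the HIF-1 set are higher and 0 lower. ROAST gives an adjusted p of 0.000167 for either set. With an estimated correlation camera gives an adjusted p of 0.00864 for NF-κB and 0.0781 for HIF-1. *CFLAR* (1.91 ± 0.15 SE), an inhibitor of caspase-8 in the NF-κB set, and *MCL1* (1.18 ± 0.18, adjusted p = 0.000963), which restrains apoptosis and belongs to the HIF-1 set, are among the higher genes. So is the pro-apoptotic gene *BAK1* of the HIF-1 set. Power and time since the start of illumination change together between these groups.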

Since HIF-1A is rapidly degraded under normoxia [31], the effects that were observed in terms of HIF-1 activation are probably an underestimation. Nevertheless, in line with the results of this study, Liu *et al*. observed significant upregulation of various proinflammatory genes, including *FOS*, *FOSB*, *IL8,* and tumor necrosis factor, alpha-induced protein 3 (*TNFAIP3*) in 5-aminolevulinic acid (5-ALA)-treated human gingival (Ca9-22) cells [32]. 

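*FOSB*, another partner in AP-1, rose by 3.80 ± 0.38 SE in ITL 50 (adjusted p = 4.89e-05) and is 1.73 above ITL 500 (adjusted p = 0.0097). In ITL 500 it rose by 2.08 ± 0.38 (adjusted p = 0.0179), which ends without 4 of the 6 arrays (up to 0.0861). *TNFAIP3*, which encodes the NF-κB inhibitor A20, rose by 2.75 ± 0.16 in ITL 50 (adjusted p = 7.5e-07). Its rise of 0.72 ± 0.16 in ITL 500 (adjusted p = 0.0381) ends without any 1 array (0.0736 to 0.142), and the direct difference is 2.03 ± 0.16 (adjusted p = 7.54e-06).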

In our study, SK-ChA-1 cells treated with low-power PDT also demonstrated extensive upregulation of *FOS*, *FOSB*, *IL8*, and *TNFAIP3* (log_2_ fold-changes of 4.42, 2.13, 6.75, and 2.75, respectively). Moreover, Kammerer and co-workers observed significant upregulation of inflammation-related genes, including *CXCL2*, *CXCL3*, *IL1A*, and IL6 receptor (*IL6R*)) after non-lethal 5-ALA-PDT in a panel of prostate and glioblastoma cell lines [33]. 

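*CXCL3*, a close relative of *CXCL2*, was not called at either power (-0.12 ± 0.37 SE with adjusted p = 0.876 in ITL 50, and -0.53 ± 0.37 with adjusted p = 0.579 in ITL 500). *IL6R*, a cytokine receptor gene, was not called either (-0.56 ± 0.26 with adjusted p = 0.171, and -0.73 ± 0.26 with adjusted p = 0.217), but in ITL 50 it is lower without control replicate 1 (at least 1.35-fold, fitted log2 value -0.86, adjusted p = 0.026) or with ITL as the reference (at least 1.44-fold, fitted value -0.95, adjusted p = 0.0231). *PTGS2*, the gene of cyclooxygenase-2, has 0.56 ± 0.24 in ITL 50 and was not called (adjusted p = 0.144); without ITL 50 replicate 1 it is higher by at least 1.15-fold (fitted log2 value 0.78, adjusted p = 0.0465). Changes of this size at 3 arrays per group can be missed.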

Cells in the ITL 50 group also significantly upregulated *CXCL2* and *IL1A*, whereas *IL6R* remained unaffected. 

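The NFE2L2 set is lower in ITL 50 than in ITL 500 by ROAST (adjusted p = 0.000167), with 1 gene higher and 4 lower, *GCLM* and the drug exporter gene *ABCG2* (-0.80 ± 0.10 SE) among the latter. Camera gives an adjusted p of 0.0431 for this direct comparison, and with an estimated correlation adjusted p = 0.0781. Of the 19 antioxidant response genes 2 are higher in ITL 50 and 6 lower, *TXNRD1* by 0.45 ± 0.10 SE (adjusted p = 0.0112). The selenoenzyme gene *TXNRD1* was level in ITL 500 (-0.01).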

Contrary to expectations, cells in the ITL 50 group downregulated the NFE2L2-mediated pathway (*P* < 0.001); an effect that was absent in the ITL 500 group. This response could be due to the crosstalk between the NF-κB and NFE2L2 pathways. It has been proposed that RELA, a subunit of NF-κB, interferes with NFE2L2 activation through deprivation of CREB binding protein (CREBBP) and activation of histone deacetylase 3 (HDAC3) [34]. Thus, a strong induction of the NF-κB pathway, as observed in the ITL 50 group, may impede NFE2L2 signaling. 

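Between the powers the UPR set shows no shift in 1 direction (ROAST adjusted p = 0.246), while the mixed test, which counts changes either way, gives an adjusted p of 1e-04, with 2 genes higher in ITL 50 and 4 lower. *TRIB3*, a pseudokinase gene induced by ATF4, is 0.54 ± 0.11 SE lower in ITL 50 (adjusted p = 0.00668), and fell there against control by 0.62 ± 0.11. The chaperone gene *HSPA5* was called at neither power (-0.10 with adjusted p = 0.744, and -0.34 with adjusted p = 0.35). *DNAJB9*, a cochaperone gene, fell by 0.92 ± 0.15 in ITL 500 (adjusted p = 0.00918) and was called downward in ITL 50 too.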

Lastly, the UPR did not seem to be important in the early phase after PDT in SK-ChA-1 cells, which could be explained by the localization of ZnPC at the time of PDT. Since ZnPC translocates from the plasma membrane to intracellular organelles in a time-dependent manner [35], it is likely that the ZnPC concentration in the ER is low, as a result of which ER stress and the UPR were probably less important under these experimental conditions.

The data in this study as well as in previously published studies plead for the development and use of fourth-generation photosensitizers (*i.e.*, second-generation photosensitizer encapsulated in a nanoparticulate delivery system (making it a third-generation photosensitizer) with co-encapsulated small-molecular inhibitors of survival pathways) in PDT. In that respect, the HIF-1- and NF-κB-mediated survival responses that were induced by PDT in mainly the ITL 50 group comprise potential target sites for pharmacological intervention. Corroboratively, HIF-1 induction with cobalt chloride in human esophageal carcinoma (Het-1a) cells reduced the extent of cell death and abrogated apoptosis after 5-ALA-PDT [36]. This pro-survival response was blocked following HIF-1 silencing with siRNA, which augmented PDT efficacy in the Het-1a cells [36]. Chen *et al*. revealed that nanoparticulate delivery of HIF-1 siRNAs to head-and-neck carcinoma (SSC4) xenografts significantly enhanced photosan-PDT efficacy in mice [37], leading to 40 % tumor regression within 10 days post-PDT. Similarly, the combination treatment with ALA-PDT and celecoxib, an anti-inflammatory drug that inhibits prostaglandin-endoperoxide synthase 2 (PTGS2) (a downstream target of HIF-1 and NF-κB), yielded an additional 40 % reduction in tumor growth compared to ALA-PDT alone in human cholangiocarcinoma (HuCC-T1)-bearing mice [38]. Although the authors stated that increased ROS generation was mainly responsible for the increased response, it is likely that the inhibition of prostaglandin synthesis (reviewed in [39]), which is normally initiated by PTGS2 to promote survival, also contributed to therapeutic efficacy. Lastly, it was demonstrated that inhibition of HIF-1α with acriflavine, a small molecule that prevents the dimerization of HIF-1α with HIF-1β and thus its activation [40], potentiated PDT efficacy in human epidermoid carcinoma (A431) cells and SK-ChA-1 cells using liposomal ZnPC Broekgaarden *et al*., Inhibition of hypoxia inducible factor 1 with acriflavine sensitizes tumor cells to photodynamic therapy with zinc phthalocyanine-encapsulating cationic liposomes, in preparation [41].

Comparable results were obtained in studies where other survival pathways were inhibited before PDT. Coupienne *et al*. inhibited NF-кB with BAY 11–7082 (an inhibitor of IKK) prior to 5-ALA-PDT of glioblastoma cells [42], achieving increased therapeutic efficacy as a result of an impaired autophagic response, which otherwise mediates survival. Moreover, verteporfin-PDT induced epidermal growth factor receptor (EGFR) and signal transducer and activator of transcription 3 (STAT-3) signaling in ovarian carcinoma (OVCAR-5) and non-small cell lung cancer (H460) cells [43]. Activation of the STAT-3 pathway results in the transcription of both HIF-1- and NF-κB target genes [44, 45]. Accordingly, siRNA-mediated knockdown of either EGFR or STAT-3 increased PDT efficacy.

At this stage, combination treatments with respect to PDT and inhibitors in the clinical setting are limited to the treatment of macular degeneration, in which case VEGF inhibitors are employed to deter neovascularization. Nevertheless, the data that have become available to date indicate that the combined use of PDT and inhibitors of survival pathways in the form of fourth-generation photosensitizers may be an attractive approach to improve therapeutic efficacy.

## Conclusions

In summary, ZnPC-encapsulating liposomes are non-toxic in various *in vivo* models in the absence of irradiation but become highly cytotoxic upon PDT *in vitro*. Low-power PDT-treated perihilar cholangiocarcinoma cells activate extensive survival signaling *in vitro*, which is characterized by the induction of HIF-1- and NF-кB-related genes. Induction of these genes concurred with higher viability 90 min after PDT. Such post-PDT survival signaling may translate to a suboptimal therapeutic response in the clinical setting and possibly tumor recurrence. These findings encourage the development of photosensitizer delivery systems with co-encapsulated inhibitors of survival pathways, or so-called fourth-generation photosensitizers.

## Methods

### Chemicals

1,2-dipalmitoyl-*sn*-glycero-3-phosphocholine (DPPC) was obtained from Avanti Polar Lipids (Alabaster, AL). 1,2-distearoyl-*sn*-glycero-3-phosphoethanolamine-polyethylene glycol (DSPE-PEG, average PEG molecular mass of 2,000 amu), ZnPC (97 % purity), HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid), pyridine, and sulforhodamine B (SRB) were acquired from Sigma-Aldrich (St. Louis, MO). Acetic acid (glacial), ethidium bromide, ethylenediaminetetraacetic acid (EDTA), formaldehyde solution (36.5–38 % in water), sodium chloride, and tris(hydroxymethyl)aminomethane (Tris) were obtained from Merck KGaA (Darmstadt, Germany). Agarose was purchased from Gibco-BRL (Paisley, UK) and ethanol was from J.T. Baker (Deventer, the Netherlands).

All lipids were dissolved in chloroform and ZnPC was dissolved in pyridine at a 178-μM concentration. All dissolved lipids were stored under a nitrogen atmosphere at −20 °C.

### Cell culture

Human perihilar cholangiocarcinoma (SK-ChA-1) cells were maintained at standard culture conditions (37 °C, 5 % CO_2_ and 95 % air). SK-ChA-1 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 culture medium supplemented with 10 % fetal bovine serum (FBS) (v/v) (Gibco, Invitrogen, Carlsbad, CA), 1 % penicillin/streptomycin (v/v), 1 % L-glutamine (v/v) (both from Lonza, Walkersville, MD), and 1 × 10^−5^ % β-mercaptoethanol (v/v) (Sigma-Aldrich). The cells were passaged weekly at a 1:10 ratio.

### Preparation of ZnPC-ITLs

ZnPC-ITLs were prepared by the lipid film hydration technique as described previously [14]. Briefly, ZnPC-ITLs were composed of DPPC and DSPE-PEG (96:4, molar ratio). ZnPC was incorporated at a ZnPC-to-phospholipid ratio of 0.003. The liposomes were sized with a bath sonicator and characterized for size and polydispersity by photon correlation spectroscopy [14]. Liposome suspensions were purged with nitrogen gas and stored for a maximum of 3 days at 4 °C in the dark.

### PDT protocol

Cells were harvested using Accutase (Innovative Cell Technologies, San Diego, CA) and seeded in 6-wells culture plates (Corning Life Sciences, Tewksbury, MA) at a density of 0.5 × 10^6^ cells/well. After reaching confluence, cells were washed with PBS and incubated with ZnPC-ITLs (500 μM final lipid concentration) in serum-free RPMI 1640 medium (1.5 mL final volume per well) for 30 min at 37 °C in the dark. Control cells received an equal volume of PBS. In case of PDT, cells were irradiated with a 671-nm diode laser (CNI, Changchun, China) at a laser power of either 50 or 500 mW until a cumulative light dose of 15 J/cm^2^ was reached. PDT was performed in the dark while the cells were maintained at 37 °C using a hotplate (cat. no. 97042–616, VWR, Radnor, PA).

### Cell function and death assays

Mitochondrial metabolism was assessed using WST-1 reagent (Roche). Twenty-four hours post-PDT, the culture medium was removed and 1,500 μL of WST-1-containing RPMI medium (at a 1:25 volume ratio, serum- and phenol red-free) was added to the wells. After 30 min of incubation under standard culture conditions, 300-μL aliquots were transferred to 24-wells plates and the absorbance was read at 450 nm using 600 nm as a reference wavelength (BioTek Synergy HT multi-well plate reader, Winooski, VT). Data were normalized to the mean absorbance of the control cells.

In addition, cell death was determined 24 h post-PDT using the SRB total protein assay as described by Vichai *et al*. [46]. SRB absorbance was read at 564 nm using 690 nm as a reference wavelength (BioTek Synergy HT multi-well plate reader). Data were normalized to the mean absorbance of the control cells.

### Determination of mode of cell death

The mode of cell death following PDT was analyzed by flow cytometry using the Alexa Fluor 488 annexin V/dead cell apoptosis kit (Life Technologies, Carlsbad, CA). Cells were cultured in 6-wells plates as described in section "Cell culture" and irradiated as described in section "PDT protocol". Samples were prepared as described previously [14] and assayed on a FACSCanto II (Becton Dickinson, Franklin Lakes, NJ). Ten thousand events were recorded in the gated region and data were analyzed using FlowJo software (Treestar, Ashland, OR). Healthy cells were defined as annexin V-negative/propidium iodide (PI)-negative, apoptotic cells were defined as annexin V-positive/PI-negative, and necrotic cells were defined as PI-positive.

### ZnPC-ITL acute toxicity in chicken embryos

Fertilized chicken eggs (White Leghorn) were ordered from Drost Loosdrecht (Loosdrecht, the Netherlands), placed on paper towel in an egg incubator (Ova-Easy 190 Advance, Brinsea, Weston-super-Mare, UK), and maintained under dark conditions at 37.5 °C, 60 % humidity, and a 90° turn interval of 60 min. After 72 h, 2–3 mL of albumin was removed with a syringe to create empty volume in the superior portion of the egg. Next, surgical tape (Transpore White, 3M, St. Paul, MN) was fastened on the upper part of the eggshell and a small window (1.5 × 3.0 cm) was cut in the tape-covered eggshell that was immediately sealed with a second strip of surgical tape, after which the egg was placed back in the incubator. Previously opened eggs were incubated as described above but without the turn cycles. On embryonic development day 12, 50 μL of ZnPC-ITLs (final lipid concentration of 0.3, 0.5, or 0.7 mM in blood; blood volumes were derived from [47]) in 0.75 % NaCl (*i.e.*, iso-osmolar relative to embryonic blood) or 50 μL of 0.75 % NaCl (control) was intravenously injected into a large-sized blood vessel in the chorioallantoic membrane using a 30-gauge needle and a 1-mL syringe (Becton Dickinson). All surgical procedures were performed as fast as possible under sterile conditions in a LAF hood. Acute toxicity was defined as embryonic death within 24 h after systemic administration.

### ZnPC-ITL long term toxicity in mice

The animal experiments were approved by the animal ethics committee of the Academic Medical Center under BEX103077 and performed in accordance with the NIH *Guide for the Care and Use of Laboratory Animals*. Six-to-eight week old male C57BL/6 mice were purchased from Charles River (Leiden, the Netherlands). All mice were acclimated for 1 week and were provided with water and standard chow (Harlan Teklad, Harlan, Madison, WI) *ad libitum*. Mice were housed under green light at all times (Philips TL-D 36 W/17, Philips, Eindhoven, the Netherlands) with standard dark/light cycles to prevent activation of the photosensitizer. At the start of the experiment, mice were randomly assigned to the ZnPC-ITL or control group (*n* = 8 per group). A dose of 2.5 mM ZnPC-ITLs (final lipid concentration in blood, corresponding to an administered lipid dosage of 200 μmol/kg) was intravenously administered via the penile vein, whereas control mice received the same volume of buffer (0.88 % NaCl, 10 mM HEPES, pH = 7.4, 0.292 osmol/kg). Systemic lipid concentration was determined using a total blood volume of 80 mL/kg [48, 49]. Subsequently, all mice were inspected daily and were weighed every 4 days as part of toxicological vigilance. After 28 days, mice were anesthetized and blood was collected via cardiac puncture in heparin- or EDTA-anticoagulated microtainers (BD, Franklin Lakes, NJ). Biochemical and hematological parameters were determined by routine clinical chemistry (Department of Clinical Chemistry, Academic Medical Center). Lung, liver, and spleen tissue was loafed and fixed in FAA (47.5 % (v/v) ethanol, 5 % (v/v) acetic acid, 3.7 % (v/v) formaldehyde) at 4 °C, dehydrated in graded concentrations of ethanol and xylene, embedded in paraffin, cut to 5 μm-thick sections, and stained with hematoxylin and eosin as described in [50].

### Illumina HumanHT-12 array

SK-ChA-1 cells received either PBS (‘control’) or 500 μM ZnPC-ITLs (final lipid concentration) and were kept in the dark (‘ITL’), or were treated with 500-mW (‘ITL 500’) or 50-mW (‘ITL 50’) laser light (*n* = 3 per group). Ninety minutes after PDT, total cellular RNA was extracted from SK-ChA-1 cells using 1 mL of TRIzol (Life Technologies) according to the manufacturer’s protocol. RNA samples were purified using the RNeasy mini kit (Qiagen, Venlo, the Netherlands) and eluted in 30 μL RNAse-free H_2_O. The quality control, RNA labeling, hybridization, and data extraction were outsourced to ServiceXS (Leiden, the Netherlands). The RNA concentration was measured using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and the RNA quality and integrity was determined using Lab-on-Chip analysis on the Agilent BioAnalyzer (Agilent Technologies, Santa Clara, CA). Biotinylated cRNA was prepared using the Illumina TotalPrep RNA amplification kit (Ambion, Austin, TX) according to the manufacturer’s specifications with an input of 200 ng total RNA. Per sample, 750 ng of the obtained biotinylated cRNA samples was hybridized onto the Illumina HumanHT-12 v4 beadchip (Illumina, San Diego, CA). Hybridization and washing were performed according to the Illumina Manual “Direct Hybridization Assay Guide” and the scanning procedure was performed on the Illumina iScan (Illumina). Image analysis and extraction of raw expression data was performed with Illumina GenomeStudio v2011.1 Gene Expression software with default settings (no background subtraction and no normalization).

### Microarray preprocessing and data analysis

Analyses were carried out with Bioconductor packages using the statistical software package R (version 3.0.0). Raw data normalization was performed on the Illumina sample and control probe profiles by a normexp-by-control background correction, quantile normalization, and log_2_ transformation using the limma package (version 3.16.5). The arrayQualityMetrics package (version 3.16.0) was used to confirm that the microarray data was of good quality. Probes with a detection *P*-value of > 0.05 (non-expressed) on all arrays (17,521 of 47,231 probes) were filtered out. Principal component analysis was performed on unscaled data (function prcomp). Differential expression between the experimental conditions was assessed with a moderated t-test using the linear model framework from the limma package. Resulting *P*-values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate. Corrected *P*-values of ≤ 0.05 were considered as statistically significant. Probes were reannotated using the Bioconductor package IlluminaHumanv4.db package (version 1.18.0). The microarray data have been deposited in NCBI Gene Expression Omnibus in a MIAME compliant format and are accessible under GEO series accession number GSE68292. In addition, a ROAST gene set test [51] was performed on the selected survival pathways (Additional file 3: Table S1) to statistically determine whether a survival pathway was upregulated or downregulated using 10,000 rotations with Benjamini-Hochberg-based multiple testing correction. If multiple probes were mapped to the same Entrez Gene identifier according to the illuminaHumanv4.db package, the probe with the highest standard deviation was chosen. Survival pathways were visualized using PathVisio 3.1.3. [52] on the basis of [10].

### Quantitative reverse transcription polymerase chain reaction (qRT*-*PCR)

The experiment as described in section "Illumina HumanHT-12 array" was repeated, RNA was extracted (section "Illumina HumanHT-12 array"), and cDNA was prepared using the oligo-dT-based Transcriptor first strand cDNA synthesis kit (Roche Diagnostics, Basel, Switzerland) with an input of 500 ng total RNA. In addition, 2 μM ribosomal protein S18 (RPS18) reverse transcriptase primer (GCATCGCCGGTCGGCATCG) was added to each reaction mix. cDNA was synthesized according to the manufacturer’s instructions and diluted in RNAse-free H_2_O to obtain a final concentration of 5 ng/μL.

For amplification reactions, 5 μL of 2× SensiFAST SYBR No-ROX master mix (Bioline, London, UK), 1 μL of forward and reverse primer mix (5 μM) (primer sequences can be found in Additional file 2: Figure S2), 2 μL of nuclease-free H_2_O, and 2 μL of cDNA template (10 ng) were mixed. The qRT-PCR reaction was carried out using a LightCycler 480 II instrument (Roche). The qRT-PCR program consisted of 3 min at 95 °C, 45 cycles of 1 s at 94 °C, 7 s at 65 °C, and 10 s at 72 °C, followed by melting curve analysis (65–97 °C, with a temperature increase of 0.11 °C/s). Subsequently, the quantitative analysis of the qRT-PCR data was performed according to Ruijter *et al*. [53] to calculate the starting concentration (N0) of each cDNA template. Gene expression levels of the target genes were normalized to the expression level of the reference gene *RPS18* and log_2_ fold-changes of the target genes were calculated based on the mean values of the control group.

To assure product specificity, all qRT-PCR amplification products were separated by gel electrophoresis using 2 % agarose in 0.5 × TAE buffer (40 mM Tris, 20 mM acetic acid, 1 mM EDTA) in the presence of 0.5 μg/mL ethidium bromide (Additional file 4: Figure S3). Subsequently, the ethidium bromide-stained qRT-PCR products were analyzed under UV using an ImageQuant LAS4000 imager (GE Healthcare Life Sciences, Piscataway, NJ). The O'GeneRuler DNA Ladder Mix (#SM1173, Thermo Scientific, Waltham, MA) was used as a reference to estimate the size of the qRT-PCR products. In addition, all qRT-PCR products were validated by sequencing. Therefore, qRT-PCR products were purified using the QIAquick PCR purification kit (Qiagen) and sequencing was performed using the BigDye Terminator Cycle sequencing kit (Thermo Scientific) according to the manufacturer’s instructions with an input of 5 ng DNA. Samples were sequenced on a Lifetech 3130xl genetic analyzer (Applied Biosystems, Waltham, MA) and data analysis was performed using NCBI BLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Sequencing results can be found in Additional file 5: Table S2.

### Statistical analysis

Statistical analysis was performed in GraphPad Prism 5 (GraphPad Software, La Jolla, CA). Normality was tested with the D’Agostino Pearson omnibus test. Differences between normally distributed variables were analyzed with an unpaired t-test or one-way ANOVA with Bonferroni post-hoc test and not normally distributed variables were analyzed with a Mann–Whitney U test. The Bonferroni method was applied to adjust the *P*-value in case of multiple testing (Additional file 1: Figure S1). Intergroup differences groups were indicated with (*) and differences between the treated groups and the control group were indicated with (#). A single, double, and triple sign indicate a *P*-value of ≤ 0.05, ≤ 0.01, and ≤ 0.001, respectively. Data are presented as mean ± SD throughout the manuscript.

## Additional files

Additional file 1: Figure S1.
*In vivo* toxicity evaluation of ZnPC-ITLs. (**A**) Chicken embryos were intravenously injected on embryonic development day 12 with different concentrations of ZnPC-ITLs (*n* = 7 per group). The concentrations indicate the final lipid concentration in blood. Control embryos were intravenously injected with an equal volume of 0.75 % NaCl. (**B**) C57BL/6 mice were intravenously injected with ZnPC-ITLs (2.5 mM, final lipid concentration in blood, red line) or physiological buffer (black line). Mice were weighed every four days until day 28 post-injection. Data is presented as mean ± SD with *n* = 8 per group. (**C**) Biochemical and hematological parameters assessed in C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs. Data is presented as mean ± SD with *n* = 8 per group. Statistical analysis was performed as described in section "Statistical analysis". Abbreviations: ALT, alanine transaminase; AST, aspartate transaminase; CK-MB, creatine kinase M and B; CPK, creatine phosphokinase; LDH, lactate dehydrogenase. (**D**) Histology of liver, spleen, and lung of C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs or physiological buffer (control). Hematoxylin and eosin staining, magnification 20 × . (DOC 5788 kb) Additional file 2: Figure S2. Validation of absolute log_2_ fold-changes as obtained by microarray with qRT-PCR. Microarray-derived transcript levels of a panel of genes are depicted for the ITL 50 and ITL 500 group in white and green, respectively. The corresponding qRT-PCR levels of these genes are depicted for the ITL 50 group in grey and the ITL 500 group in red. Gene expression is depicted as the log_2_ fold-change between treated and untreated cells. The microarray and qRT-PCR data were normalized to the expression level of the reference gene *RPS18*. (DOC 247 kb) Additional file 3: Table S1. Overview of transcriptional targets of the five survival pathways. Official gene names are listed that were derived from the Hugo Gene Nomenclature Committee (HGNC) along with their Genbank accession numbers (Gene ID). (XLSX 16 kb) Additional file 4: Figure S3. Analysis of qRT-PCR products by gel electrophoresis. (**A**) Lane 1 contains a ladder and lanes 2 – 8 show the specific qRT-PCR products of the genes that are listed on top of each lane. (**B**) Lane 1 contains a ladder and lane 2 shows the reference gene *RPS18*. The amplicon size of a specific gene product is noted in parentheses below each gene name. (DOC 1796 kb) Additional file 5: Table S2. Overview of primer sequences and resulting amplicon sizes (in bp) that were used for the validation of microarray expression levels using qRT-PCR. The primers are listed in the 5′ to 3′ direction. Primers were derived from RTPrimerDB (http://www.rtprimerdb.org/), NCBI primer Blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/), and qPrimerDepot (http://primerdepot.nci.nih.gov/). Sequencing of the qRT-PCR products, which were analyzed using NCBI Blast (http://blast.ncbi.nlm.nih.gov/Blast.cgi), confirmed the correct identity of each product. (XLSX 14 kb)

## Abbreviations

^1^O_2_: singlet oxygen
AP-1: activator protein 1
ARE: antioxidant responsive element
ARNT: aryl hydrocarbon receptor nuclear translocator
ASK-1: apoptosis signal regulating kinase 1
ATF3: activating transcription factor 3
BCL3: B-cell CLL/lymphoma 3
BMF: Bcl2 modifying factor
CCND1: cyclin D1
CDKN1B: cyclin-dependent kinase inhibitor 1B
CHUK: conserved helix-loop-helix ubiquitous kinase
CREBBP: CREB binding protein
CSF2: colony stimulating factor 2
CXCL1: chemokine (C-X-C motif) ligand 1
DPPC: 1,2-dipalmitoyl-sn-glycero-3-phosphocholine
DSPE-PEG: 1,2-distearoyl-sn-glycero-3-phosphoethanolamine-polyethylene glycol
DUSP6: dual specificity phosphatase 6
EDEM1: ER degradation enhancer, mannosidase alpha-like 1
EDN1: endothelin 1
EGFR: epidermal growth factor receptor
EDTA: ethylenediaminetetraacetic acid
EGLN2: oxygen-dependent egl-9 family hypoxia-inducible factor 2
EIF2AK3: eukaryotic translation initiation factor 2-alpha kinase 3
ER: endoplasmic reticulum
ERN1: endoplasmic reticulum to nucleus signaling 1
FBS: fetal bovine serum
FOS: FBJ murine osteosarcoma viral oncogene homolog
GCLC: glutamate-cysteine ligase, catalytic subunit
GCLM: glutamate-cysteine ligase, modifier subunit
GO: gene ontology
GSR: glutathione reductase
HBEGF: heparin-binding EGF-like growth factor
HDAC3: histone deacetylase 3
HEPES: (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid
HIF1A: hypoxia-inducible factor 1-alpha
HIF1AN: hypoxia inducible factor 1, alpha subunit inhibitor
HMOX1: heme oxygenase 1
HSPA1A: heat shock 70 kDa protein 1A
HSP90B1: heat shock protein 90 kDa beta
IGFBP1: insulin-like growth factor binding protein 1
IKBKB: inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta
IL1A: IL1 alpha
IL1B: IL1 beta
IL6R: IL6 receptor
IL8: interleukin 8
ITLs: interstitially-targeted liposomes
JNK: JUN N-terminal kinase
JUNB: jun B proto-oncogen
KEAP1: Kelch-like ECH-associated protein 1
MAP: mitogen-activated protein
MAP3K5: mitogen-activated protein kinase kinase kinase 5
MAPK: MAP kinase
MMP1: matrix metallopeptidase 1
NFE2L2: nuclear factor (erythroid-derived 2)-like 2
NF-кB: nuclear factor of kappa light polypeptide gene enhancer in B-cells
NQO2: NAD(P)H dehydrogenase, quinone 2
ONOO-: peroxynitrite
p38: protein 38
PDT: photodynamic therapy
PEG: polyethylene glycol
PI: propidium iodide
PTGS2: prostaglandin-endoperoxide synthase 2
qRT-PCR: quantitative reverse transcription polymerase chain reaction
REL: v-rel avian reticuloendotheliosis viral oncogene homolog
ROS: reactive oxygen species
RPS18: ribosomal protein S18
SLC2A1: solute carrier family 2 (facilitated glucose transporter), member 1
SRB: sulforhodamine B
SRXN1: sulfiredoxin 1
STAT-3: signal transducer and activator of transcription 3
THBS1: thrombospondin 1
TNF: tumor necrosis factor
TNFAIP3: tumor necrosis factor, alpha-induced protein 3
TNFRSF1A: tumor necrosis factor receptor superfamily, member 1A
TRAF2: tumor necrosis factor receptor-associated factor 2
Tris: tris(hydroxymethyl)aminomethane
UPR: unfolded protein response
VCAM: vascular cell adhesion molecule
VEGFA: vascular endothelial growth factor A
VHL: von Hippel-Lindau tumor suppressor, E3 ubiquitin protein ligase
XBP1: X-box binding protein 1
ZnPC: zinc phthalocyanine
ZnPC-ITLs: ZnPC-encapsulating ITLs

# Supplementary material for: Low-power photodynamic therapy induces survival signaling in perihilar cholangiocarcinoma cells
**Source:** BMC Cancer. 2015 Dec 26;15:1014. doi: 10.1186/s12885-015-1994-2
**Supplement:** Additional file 1: Figure S1. — In vivo toxicity evaluation of ZnPC-ITLs. (A) Chicken embryos were intravenously injected on embryonic development day 12 with different concentrations of ZnPC-ITLs (n = 7 per group). The concentrations indicate the final lipid concentration in blood. Control embryos were intravenously injected with an equal volume of 0.75 % NaCl. (B) C57BL/6 mice were intravenously injected with ZnPC-ITLs (2.5 mM, final lipid concentration in blood, red line) or physiological buffer (black line). Mice were weighed every four days until day 28 post-injection. Data is presented as mean ± SD with n = 8 per group. (C) Biochemical and hematological parameters assessed in C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs. Data is presented as mean ± SD with n = 8 per group. Statistical analysis was performed as described in section "Statistical analysis". Abbreviations: ALT, alanine transaminase; AST, aspartate transaminase; CK-MB, creatine kinase M and B; CPK, creatine phosphokinase; LDH, lactate dehydrogenase. (D) Histology of liver, spleen, and lung of C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs or physiological buffer (control). Hematoxylin and eosin staining, magnification 20 × .

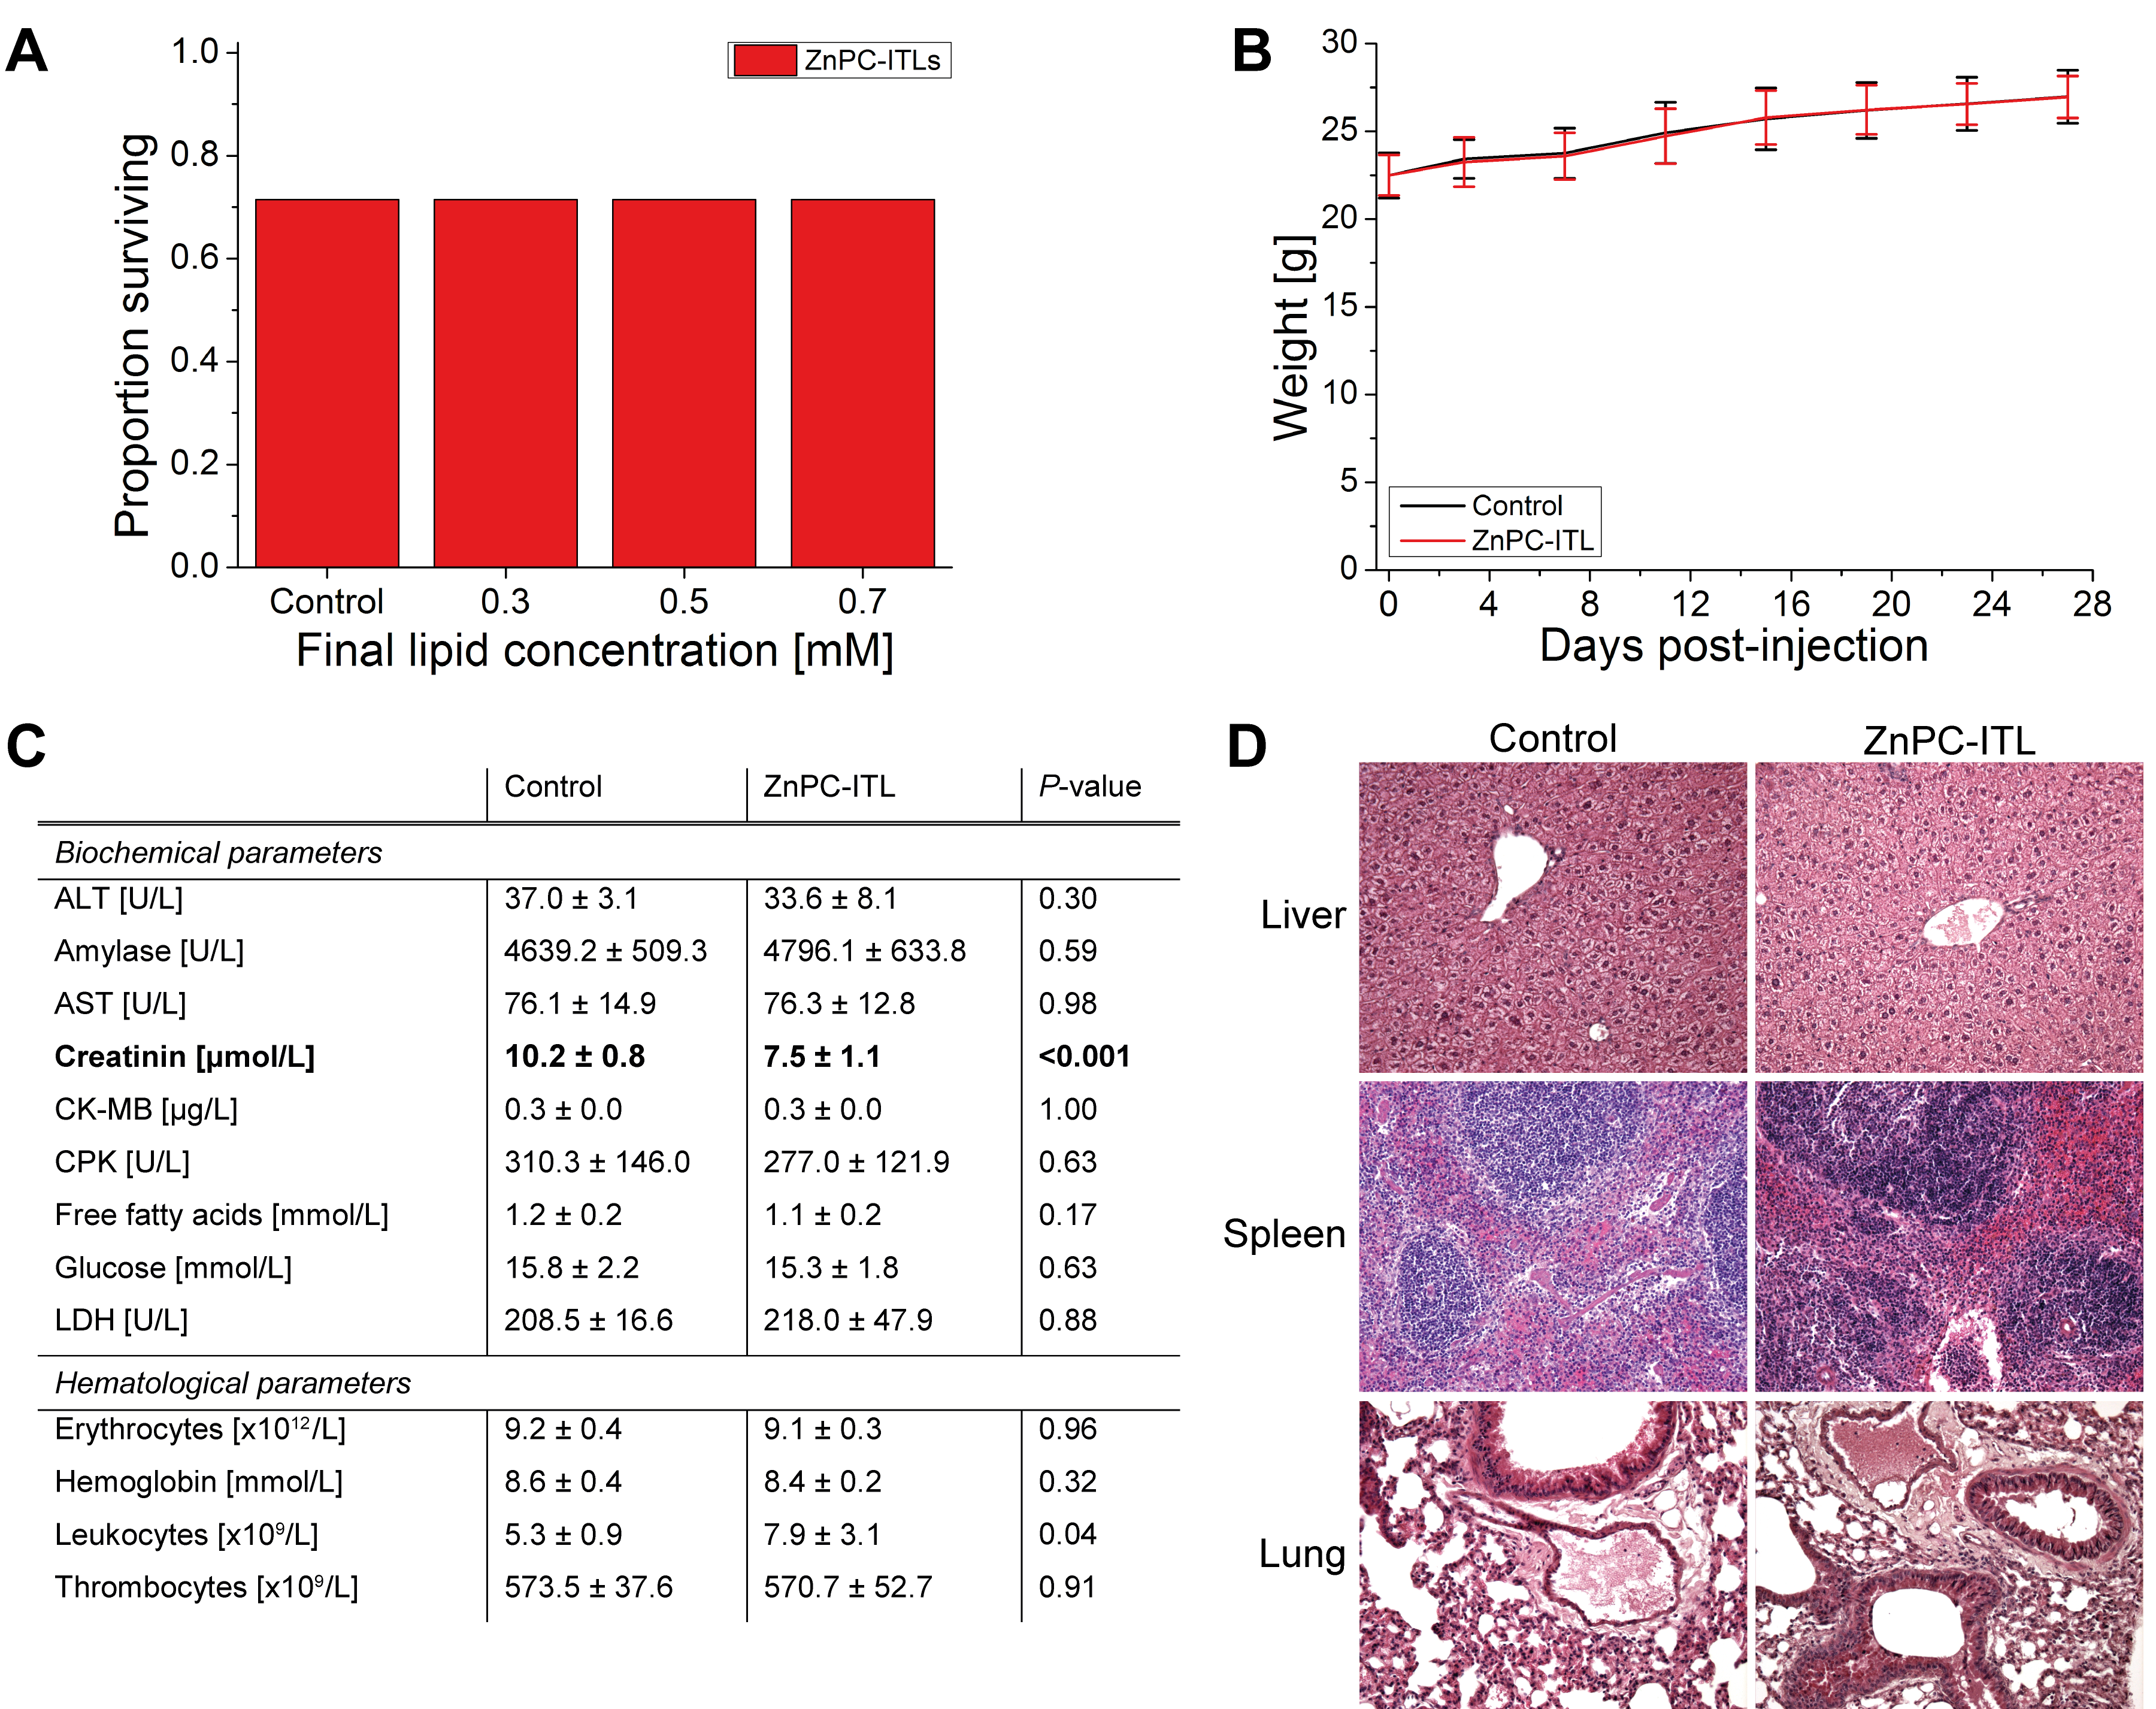
 **Supplementary Figure 1**. *In vivo* toxicity evaluation of ZnPC-ITLs. (A) Chicken embryos were intravenously injected on embryonic development day 12 with different concentrations of ZnPC-ITLs (n = 7 per group). The concentrations indicate the final lipid concentration in blood. Control embryos were intravenously injected with an equal volume of 0.75% NaCl. (B) C57BL/6 mice were intravenously injected with ZnPC-ITLs (2.5 mM, final lipid concentration in blood, red line) or physiological buffer (black line). Mice were weighed every four days until day 28 post-injection. Data is presented as mean ± SD with n = 8 per group. (C) Biochemical and hematological parameters assessed in C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs. Data is presented as mean ± SD with n = 8 per group. Statistical analysis was performed as described in section 5.12. Abbreviations: ALT, alanine transaminase; AST, aspartate transaminase; CK-MB, creatine kinase M and B; CPK, creatine phosphokinase; LDH, lactate dehydrogenase. (D) Histology of liver, spleen, and lung of C57BL/6 mice 28 days after systemic administration of ZnPC-ITLs or physiological buffer (control). Hematoxylin and eosin staining, magnification 20×.

# Supplementary material for: Low-power photodynamic therapy induces survival signaling in perihilar cholangiocarcinoma cells
**Source:** BMC Cancer. 2015 Dec 26;15:1014. doi: 10.1186/s12885-015-1994-2
**Supplement:** Additional file 2: Figure S2. — Validation of absolute log2 fold-changes as obtained by microarray with qRT-PCR. Microarray-derived transcript levels of a panel of genes are depicted for the ITL 50 and ITL 500 group in white and green, respectively. The corresponding qRT-PCR levels of these genes are depicted for the ITL 50 group in grey and the ITL 500 group in red. Gene expression is depicted as the log2 fold-change between treated and untreated cells. The microarray and qRT-PCR data were normalized to the expression level of the reference gene RPS18.

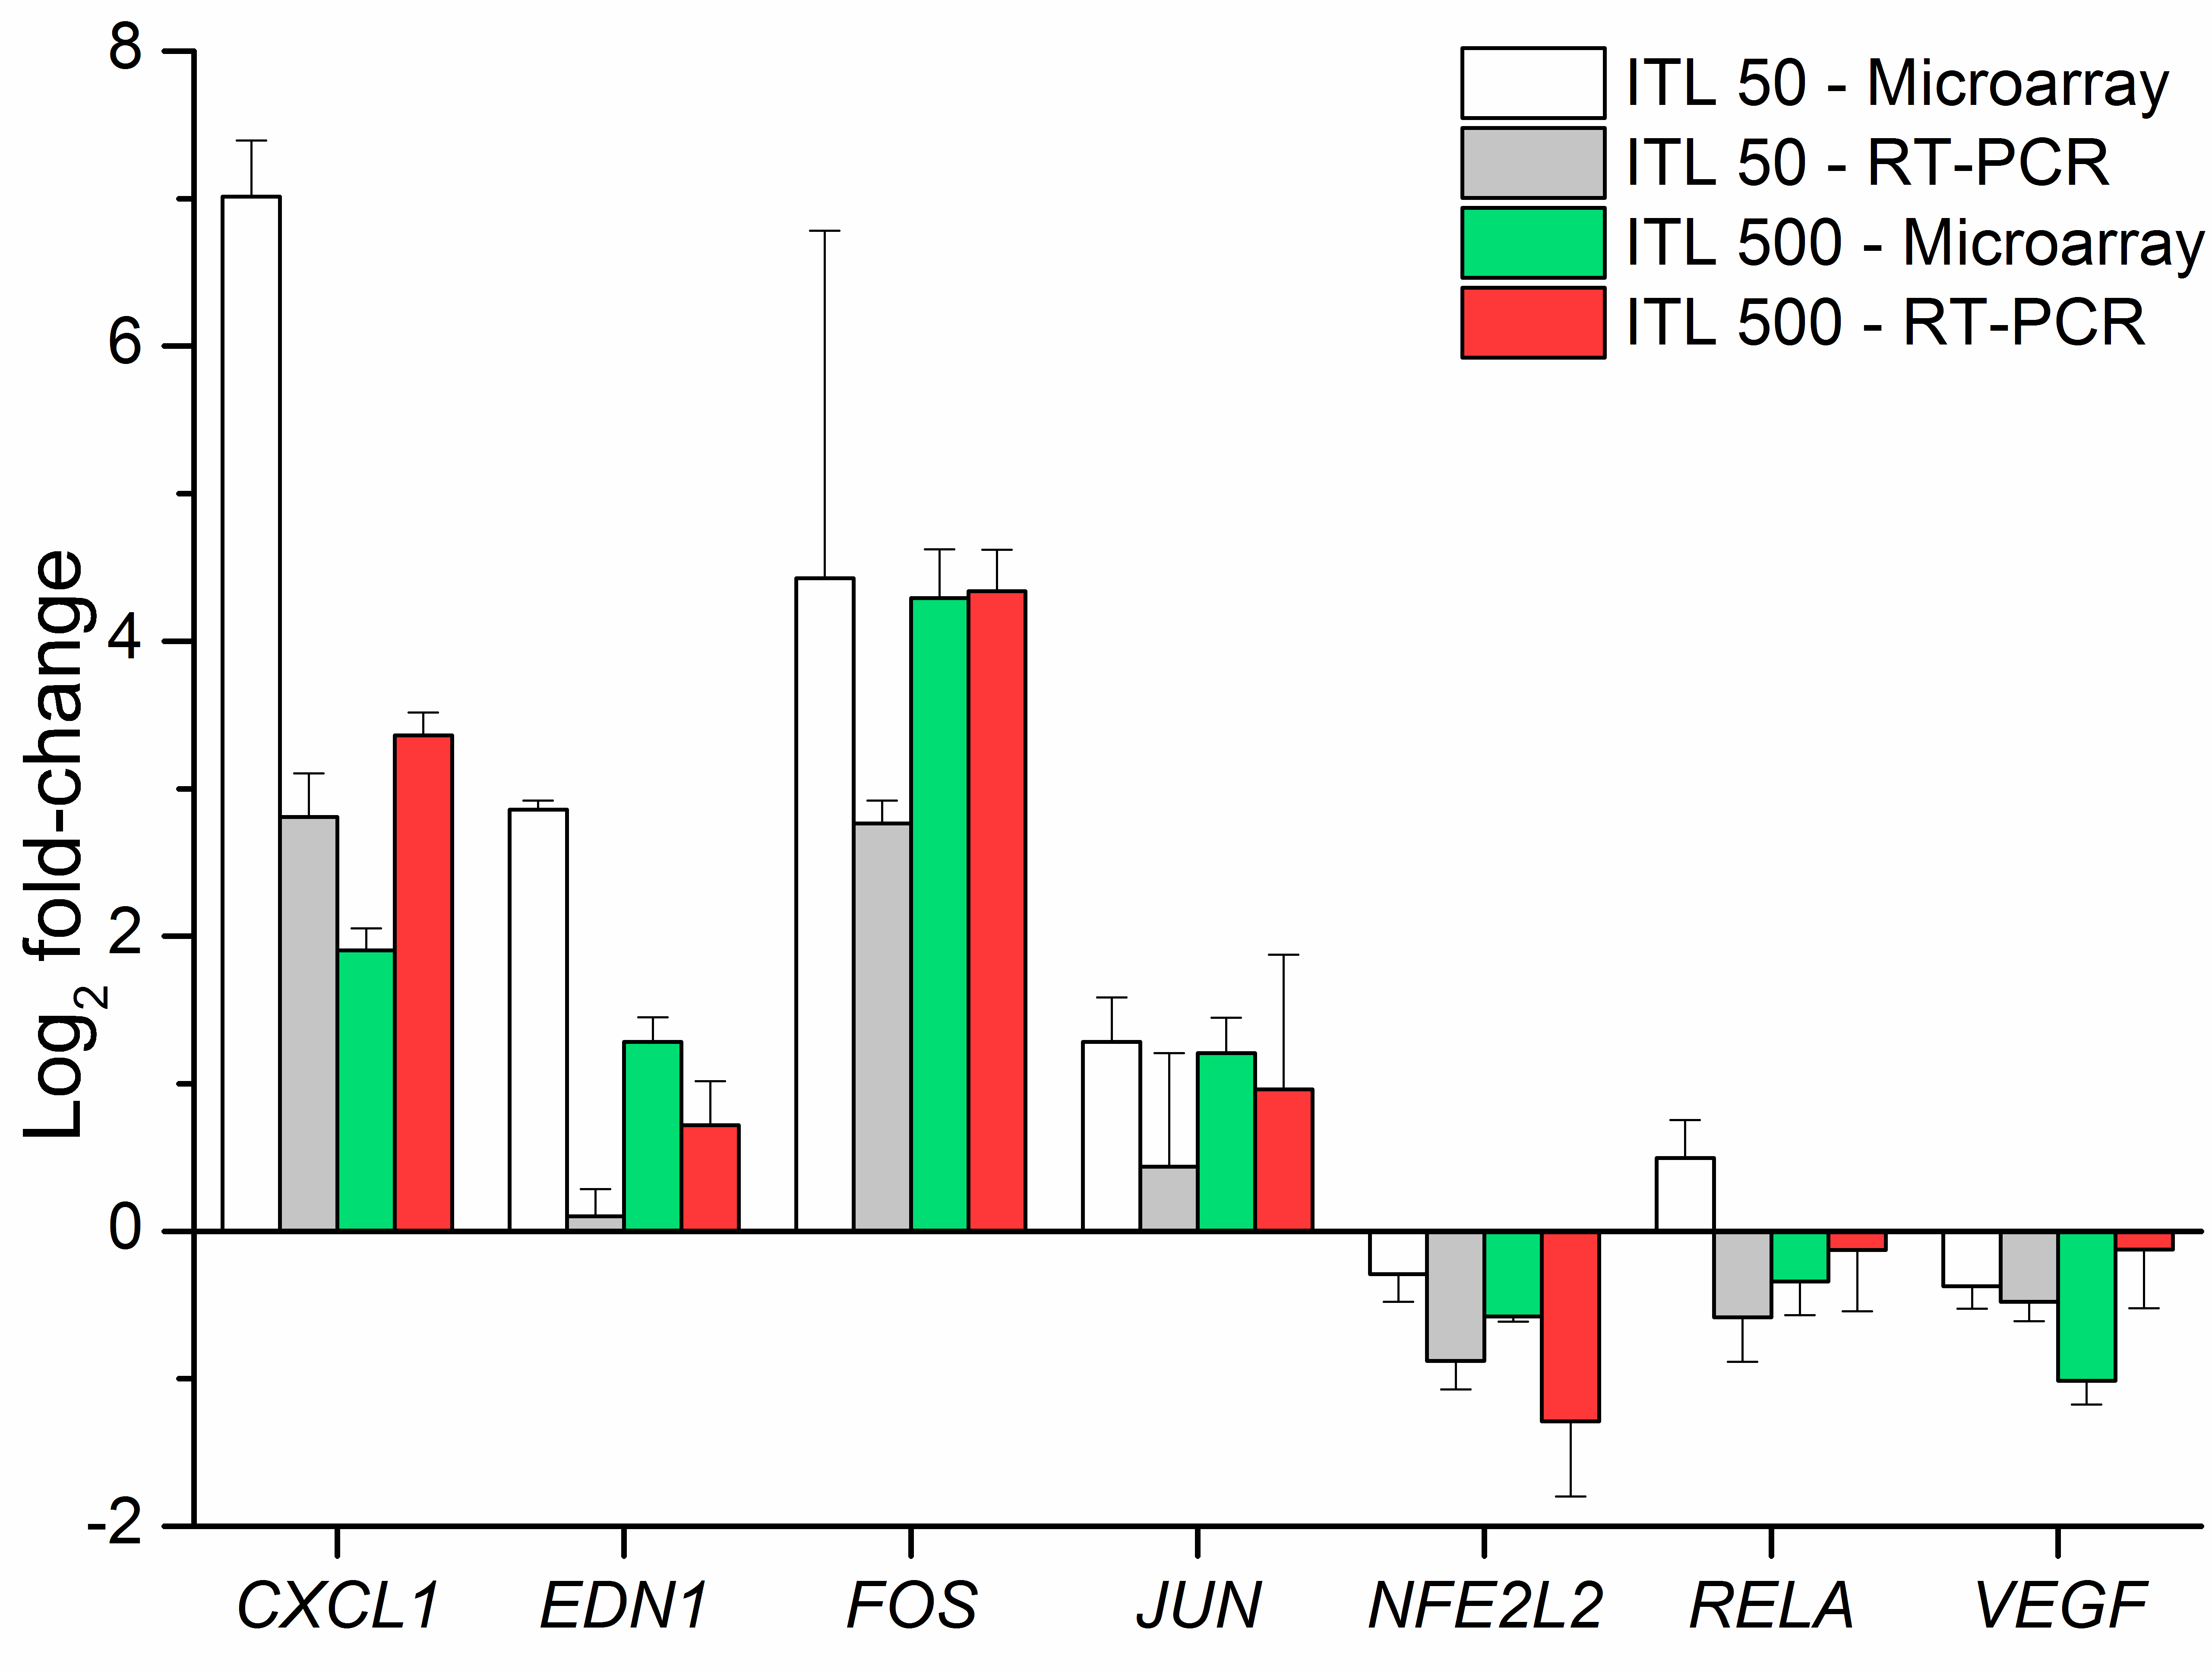

**Supplementary Figure 2**. Validation of absolute log2 fold-changes as obtained by microarray with qRT-PCR. Microarray-derived transcript levels of a panel of genes are depicted for the ITL 50 and ITL 500 group in white and green, respectively. The corresponding qRT-PCR levels of these genes are depicted for the ITL 50 group in grey and the ITL 500 group in red. Gene expression is depicted as the log2 fold-change between treated and untreated cells. The microarray and qRT-PCR data were normalized to the expression level of the reference gene *RPS18*.

# Supplementary material for: Low-power photodynamic therapy induces survival signaling in perihilar cholangiocarcinoma cells
**Source:** BMC Cancer. 2015 Dec 26;15:1014. doi: 10.1186/s12885-015-1994-2
**Supplement:** Additional file 4: Figure S3. — Analysis of qRT-PCR products by gel electrophoresis. (A) Lane 1 contains a ladder and lanes 2 – 8 show the specific qRT-PCR products of the genes that are listed on top of each lane. (B) Lane 1 contains a ladder and lane 2 shows the reference gene RPS18. The amplicon size of a specific gene product is noted in parentheses below each gene name.

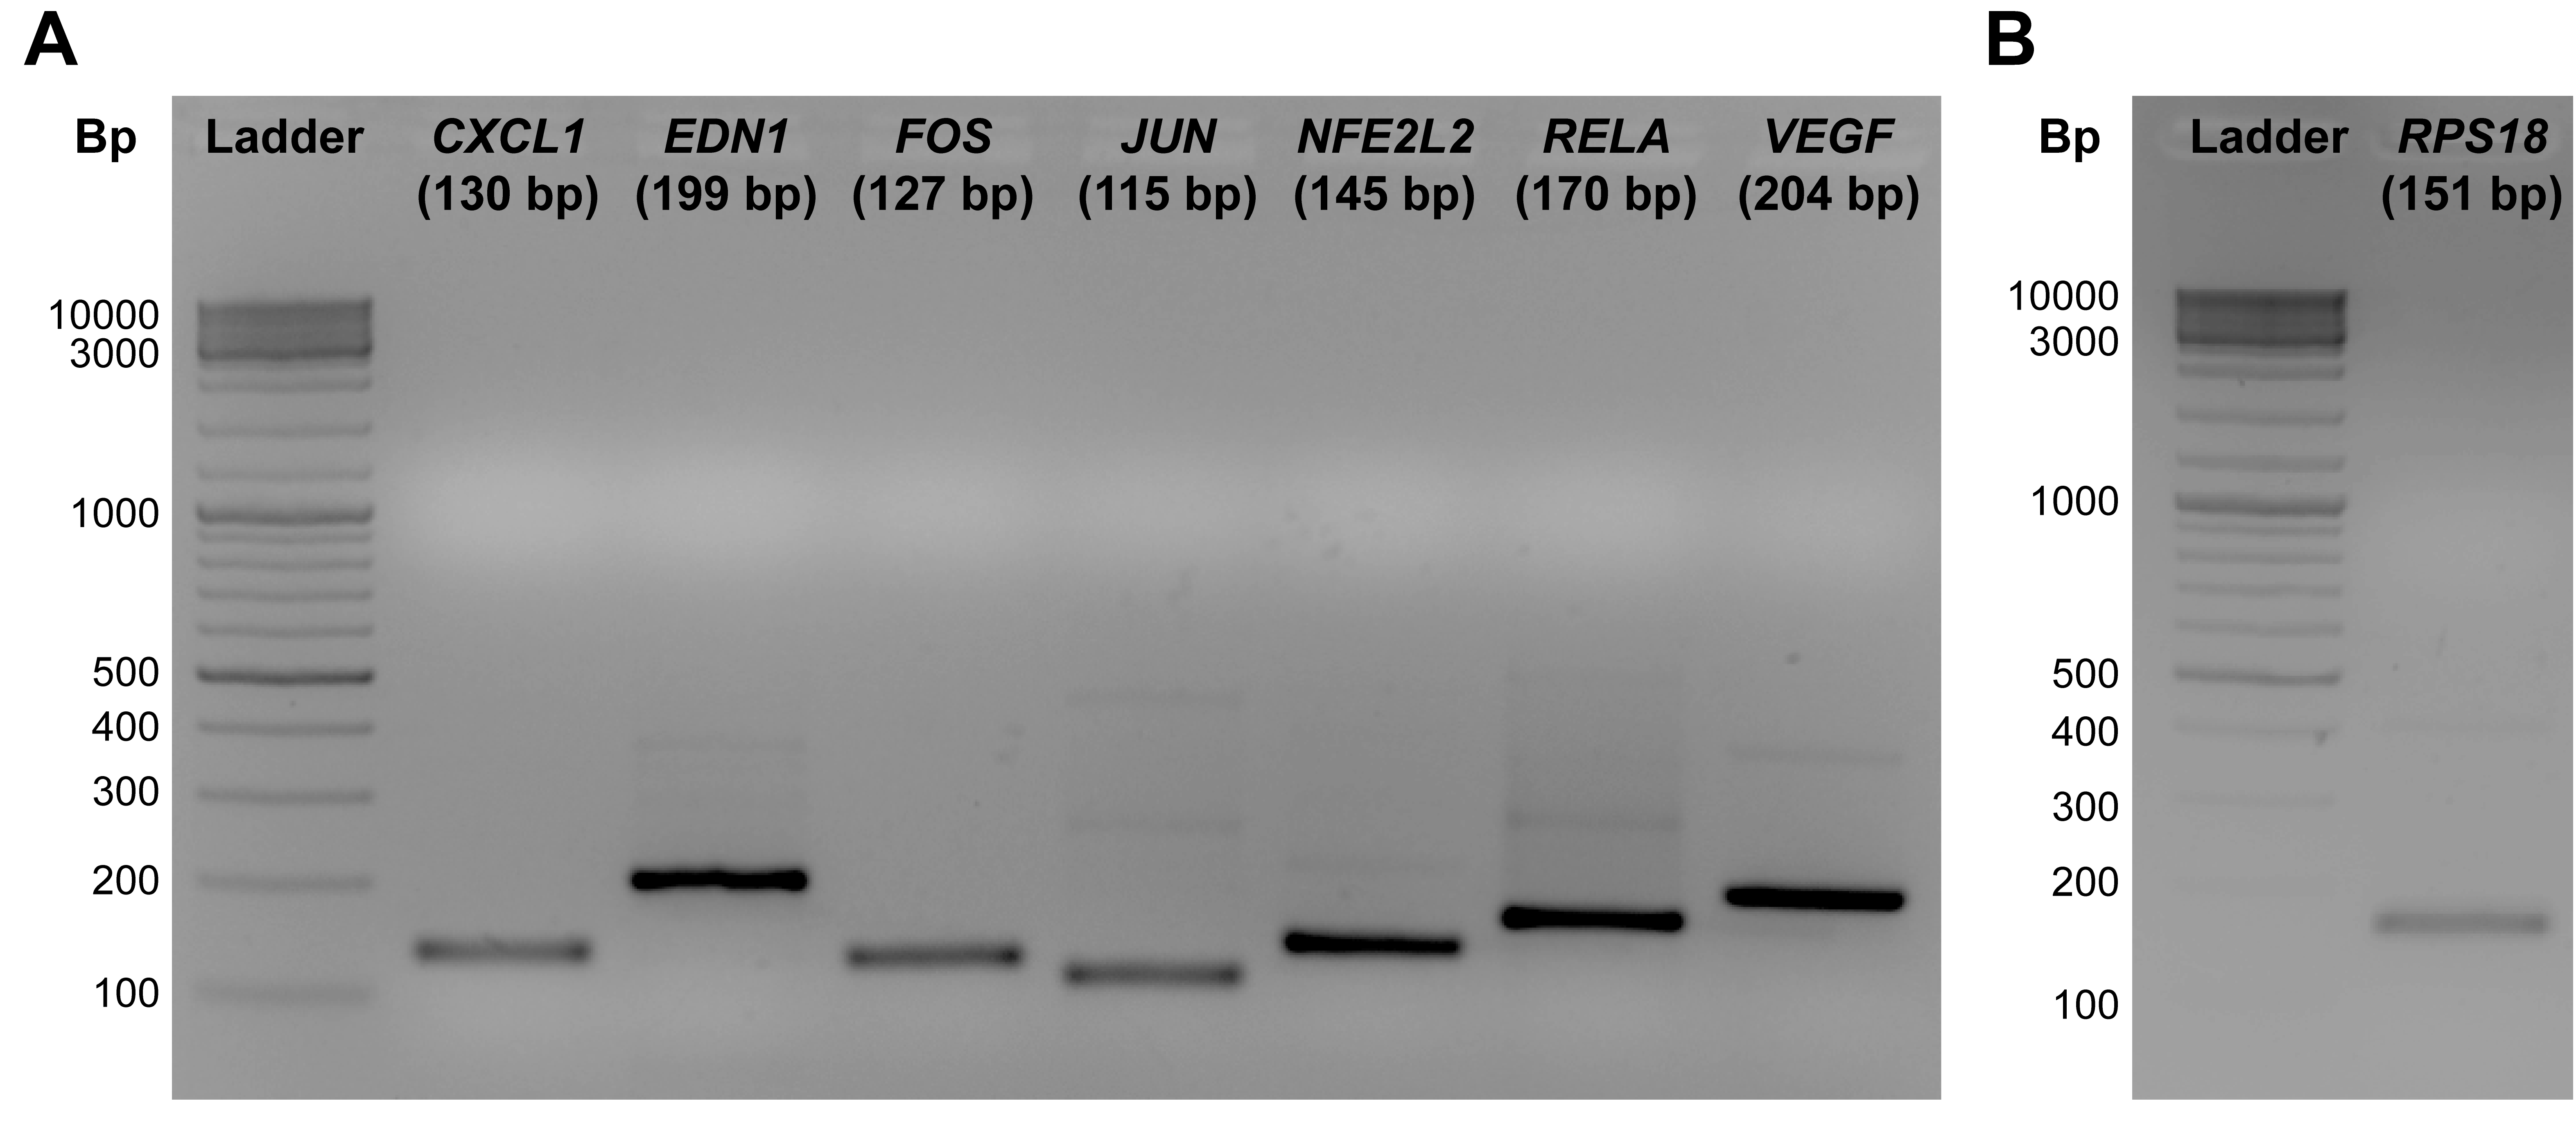

**Supplementary Figure 3**. Analysis of qRT-PCR products by gel electrophoresis. (A) Lane 1 contains a ladder and lanes 2 – 8 show the specific qRT-PCR products of the genes that are listed on top of each lane. (B) Lane 1 contains a ladder and lane 2 shows the reference gene *RPS18*. The amplicon size of a specific gene product is noted in parentheses below each gene name.

How the deposited data were processed for this re-analysis (not part of the article)

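The authors' deposited log2 signal intensities of 12 Illumina HumanHT-12 v4 arrays were used, 4 groups of 3, after the authors' background correction with control probes, quantile normalization and log2 transformation. The plan written before the data were examined started from the raw signals with their detection p-values. The columns of that table could not be tied to samples from the labels or the paper, so it was not used, and the same tests were run on the normalized values. The table holds 92 probes more than the paper's 47,231. Instead of a detection p-value the filter kept the 29710 probes with the highest maximum over the arrays. That number is the one left by the paper's own filter and was taken from its text after the files had been seen, so agreement of counts with the paper partly rests on it.

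Probes were named from the gene table supplied with the series; 30113 probes have 1 gene name, 8 have several and 17202 have none, and 14734 genes have a kept probe. Where a gene has several probes, the one with the highest SD over the 12 arrays stands for it. In R 4.3.3 with limma 3.58.1, a linear model with 1 mean per group was fitted to all arrays, followed by the moderated test of eBayes and Benjamini-Hochberg adjustment over all kept probes, at an adjusted p of 0.05. No sample was paired by its replicate number, since the labels do not say that the numbers link samples. The comparisons are ITL, ITL 500 and ITL 50 against control, and ITL 50 against ITL 500; the first 3 share the control arrays. The error given with a log2 fold change is the standard error of the model.

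The named genes follow a rule fixed before the data were examined, when values in the paper had been seen. It takes every gene the paper names for the arrays. It adds the 10 largest positive and 10 largest negative log2 fold changes per comparison among called probes whose 3 treated arrays all lie on one side of the 3 reference arrays. It further adds up to 4 called members with the largest absolute change per list and comparison. A few genes the paper names are not reported here.

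The 5 pathway sets (AP-1, UPR, NFE2L2, NF-κB and HIF-1) are the paper's own. They were tested with limma's ROAST, using the mean statistic and 10000 rotations, for which the smallest possible p is 0.0001 before adjustment. Camera with a preset correlation of 0.01 and camera with an estimated correlation set them against all other genes. The 24 lists written before the data were examined were tested with camera in both ways: CXC and CC chemokines, cytokines and colony-stimulating factors, NF-κB subunits and feedback regulators, immediate early transcription factors, MAP kinase phosphatases, ERK feedback genes, heat shock genes, antioxidant response genes, core hypoxia genes, ATF4 and amino acid response genes, endoplasmic reticulum chaperones, pro-apoptotic BCL2 family, anti-apoptotic genes, FOXO targets, metallothioneins and zinc efflux, p53 targets, type I interferon response, sterol synthesis and uptake, aryl hydrocarbon receptor targets, matrix metalloproteinases and matrix adhesion, S, G2 and M phase, cytosolic ribosomal proteins, nuclear-retained and small nucleolar RNAs, and housekeeping genes. Another 5 lists hold cell type markers. Adjusted over the list alone means that the Benjamini-Hochberg step ran within the list. With an estimated correlation, the shifts of the chemokine, cytokine, NF-κB, immediate early, phosphatase, ERK feedback, ATF4, interferon, sterol and S, G2 and M phase lists hold in ITL 50, and those of the ATF4 and FOXO lists in ITL 500.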

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

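The tests of a common gain of RNA without a poly(A) tail (whose first bound, a difference above 2, was replaced by 2 SE once the values were known), of slide position and of time since the start of illumination were chosen only after the result was seen, as was the choice of which lists lie outside those the paper discusses.

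Some genes were called upward in ITL 50 and downward in ITL 500, in 12 probes, where independent calls would give 31.6. The 2 groups differ directly in each, which follows largely from that choice and adds no support. The difference in log2 fold change is 3.33 for the endothelin gene *EDN2* (adjusted p = 9.43e-07), 2.58 for *FCGBP*, 2.52 for the kinase gene *MAP3K8* (adjusted p = 0.00031), 1.89 for *IRAK2*, which relays interleukin-1 signals (adjusted p = 8.4e-07), and 1.69 for *DMBT1*. It is 1.54 for the mucin gene *MUC1*, 1.63 for 1 probe of *INSIG1*, 1.41 for *RASGRP3*, 1.33 for *LINC00997*, 0.987 for *ABCG1*, 0.873 for *DCAF11* and 0.877 for a probe without a gene name. These genes were chosen after their values were seen.

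Some classes of RNA made without a poly(A) tail rose: the median log2 fold change of 4 ribosomal RNA probes is 3.87 in ITL 50 and 2.54 in ITL 500, that of 17 small nuclear RNA probes 1.59 and 0.227, and that of 3 vault RNA probes 1.51 and -0.03, and in ITL 50 the RNase MRP and RNase P RNAs rose, with fitted values of 1.64 and 1.33. In others fewer did, as 29 of 152 small nucleolar RNA probes rose and 5 fell in ITL 50 (19.1% rose, against 9.98% of protein-coding probes), 1 of 4 Y RNA probes rose, and the telomerase RNA has -0.17. A scaling shift between arrays that is common to all genes is argued against. The ribosomal protein genes have a median of -0.11 in ITL 50. Centring on them, chosen after the data were seen, leaves the median of the ribosomal, small nuclear and vault probes at 1.92. A shift limited to probes of like signal stays open. The median of these probes in ITL 50 is 1.89 after cyclic loess. That step ran on values already quantile-normalized and could move them little. A gain common to all such RNA needs 28S and 18S to rise alike within 2 SE in ITL 500. There the 2 probes of 28S exceed 18S by 4.07 (SE 0.39) and 2.28 (SE 0.45), so they did not rise alike. But the 2 probes of 28S, the same RNA, also rose unequally, by 4.38 (SE 0.21) and 2.59 (SE 0.31). Unequal response of probes can therefore break this test, and it does not decide at 500 mW. In ITL 50 18S rose by 3.34, between 4.46 and 2.93 for 28S, so this pair does not decide there either. Slide position stays open, because 0 positions hold more than 1 group. A change in how RNA is broken down after light, or in RNA quality, may lie behind it and was not tested.

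Type I interferon response genes lie outside the pathways the paper discusses, and their median in ITL 50 is 1.78. The array that stands apart is argued against, as the median is 1.85 without ITL 50 replicate 1. A scaling shift common to all genes is argued against. The ribosomal protein genes have a median of -0.11 in ITL 50. Centring on them, chosen after the data were seen, leaves the interferon median at 1.85. A shift limited to genes of like signal stays open. The median is 1.83 after cyclic loess, but that step ran on values already quantile-normalized and could move them little. Time since the start of illumination cannot be told apart from power, because 0 powers were given with more than 1 light dose. A candidate explanation is that a longer illumination leaves time for this response to build up.

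The ITL 50 group has about 10 times as many called probes as the ITL 500 group. The ratio is smaller with trend and robust variances (6773 against 1419) and with array weights (5843 against 1167). A single ITL 50 array is argued against, since at least 4717 probes are called with any 1 of them left out. Power and time since the start of illumination may each account for it. Cell viability differs between the groups too. By flow cytometry at the same time after PDT, the paper found fewer viable cells in ITL 500 than in ITL 50. Whether this affects the number of called probes was not tested.

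Other lists moved as well. The FOXO list holds *CDKN1B*, *BMF* and *FBXO32*, and the ATF4 list *CHAC1* and *STC2*. The paper ranks these genes among the leading falls of ITL 500 on the same arrays, so they are not independent evidence. FOXO target genes have a median of -1.10 in ITL 500, where 0 rose and 7 of 11 fell (0 and 9 adjusted over the list alone; camera adjusted p = 2.23e-14; 0.0152 with an estimated correlation); in ITL 50 0 rose and 6 fell (1 and 9), with a median of -0.91 or -0.51 without ITL 50 replicate 1 (camera adjusted p = 0.000167; adjusted p = 0.0873 with an estimated correlation). ATF4 and amino acid response genes, of which *ASNS*, *TRIB3*, *DDIT3*, *WARS1* and *NARS1* also stand in the paper's UPR set, have medians of -0.62 in ITL 50 and -0.51 in ITL 500, and ERK feedback genes 0.58 in ITL 50. Sterol synthesis and uptake genes have a median of 0.75 in ITL 50, where 6 of 10 rose (8 over the list alone, with 1 fall; camera adjusted p = 0.000167; 0.0145 with an estimated correlation), among them *HMGCS1* by 1.24 ± 0.20 SE. Genes of S, G2 and M phase have a median of -0.64 in ITL 50, where 13 of 15 fell (14 over the list alone; camera adjusted p = 8.01e-08; 0.026 with an estimated correlation), or 9 without ITL 50 replicate 1. A probe without a gene name rose by 6.35 in ITL 50 and 6.18 in ITL 500.

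With 3 arrays against 3 there are 10 splits, too few for a share under 0.1 of them to be reached. The highest count in another split is 0, against 5618 called probes in ITL 50, 588 in ITL 500 and 4908 between them; for ITL against control the real count is 0 and all 10 splits give at least that, against 1 of 10 for each of the others.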

How the results depend on the processing

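The stricter filter, cyclic loess on the deposited values, centring on ribosomal protein genes and leaving out ribosomal, small nuclear, small nucleolar and unnamed probes were chosen after the data were seen; the other alternatives were set before the data were examined. Not run, because the raw columns have no sample: no background correction, median scaling and cyclic loess from raw signals, and a filter on detection p-values. ITL 50 calls are 3408 when only the 2 groups compared are fitted and 1239 with absolute log2 fold changes above 1; ITL 500 calls 1419 with trend and robust, 1167 with array weights, 211 above 1 and 1271 with the stricter filter; direct calls 2433 with 2 groups, 3265 with 1 probe per gene and 939 above 1. The smaller counts above 1 and with 1 probe per gene follow from fewer probes; the cause of the others was not tested. Calls shared upward are 317 with trend and robust, 253 with array weights and 319 with the stricter filter; downward 458, 384 and 427, and 141 with 2 groups. PC1 carries 34.7% without a filter, 27% with unit variance, 57.8% with the stricter filter and 43.8% without ribosomal and similar probes, and PC2 13.2% with unit variance and 14% with the stricter filter. For the sets in ITL 50, AP-1 has an adjusted p of 0.00462 with array weights, 5e-04 with the mean square statistic and 0.0311 with centring; UPR 0.0276 with trend and robust, 0.0147 with array weights and 0.00025 with the mean square; NFE2L2 0.214 with camera and 0.326 with its estimated correlation, and HIF-1 0.271 and 0.419. In ITL 500 the mean square gives AP-1 0.0254, UPR 0.000625, and NFE2L2, NF-κB and HIF-1 5e-04 each, and UPR has 0.011 with 2 groups; that statistic counts changes in both directions. Leaving out single arrays gives 0 to 1 calls for ITL, 4122 to 5968 for ITL 50, 298 to 355 for ITL 500, 3566 to 5181 directly, and 88 to 221 and 117 to 341 shared upward and downward. Adjusted p-values then span in ITL 50 0.000167 to 0.901 for AP-1, 5e-04 to 0.193 for UPR, 0.000167 to 0.000833 for NFE2L2, 0.000167 to 5e-04 for NF-κB and 0.000167 to 0.431 for HIF-1, and in ITL 500 0.75 to 0.95, 0.325 to 0.694, 0.325 to 0.95, 0.254 to 0.908 and 0.248 to 0.694. Where an arm is left with 2 arrays, limma pools the spread of all groups. Among 1012 results for named genes, alternatives left a call or its absence in place 14775 times (uncalled values may change sign), lost the call 540 times, gained it 242 times and once gained it against the sign of an uncalled value, for *EFNA1* in ITL 50, which has -0.04, 0.38 (adjusted p = 0.0457) without ITL 50 replicate 1 and -0.27 without ITL 50 replicate 2, the lowest; the cause was not tested. For 116 results of lists the numbers are 1032, 37 and 29. Replicate numbers do not pair the samples: 18 pairs of the same number correlate between -0.0419 and 0.0252. Blocking on them gives 5061 calls in ITL 50, 421 in ITL 500, 4416 directly, 116 and 169 shared, and 0 for ITL. Signal near background limits what can be seen, since a probe had to reach 5.26 on an array to be kept.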

Differences from the paper's values

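For *FOSB* in ITL 50 the paper's log2 fold change is 2.13 and the value here is 3.80; every alternative set before the data were examined differs as well, and the value here for ITL 500 is 2.08. For the UPR set in ITL 50 the paper's adjusted p is 0.141 and the value here is 0.0701; it does not differ without control replicate 1 (0.107), 2 (0.161) or 3 (0.153), without ITL 50 replicate 1 (0.128) or 3 (0.193), or with the probe of highest mean per gene (0.104), and differs under the other alternatives set before the data were examined; cyclic loess (0.162) and centring on ribosomal protein genes (0.172), both chosen after seeing the values, do not differ either and drop 0 of the 3 sets the paper calls in ITL 50. For the UPR set in ITL 500 the paper's adjusted p is 0.164 and the value here 0.338; it does not differ with array weights (0.179) or with ITL as the reference (0.232), and differs under the others set before; centring (0.131), chosen after seeing the values, does not differ and drops 0 of the 3 sets. For the HIF-1 and NF-κB sets in ITL 500 the paper's adjusted p is 0.059 for either and the value here 0.338 for either; with ITL as the reference the values do not differ (0.0805 and 0.0837), and under the others set before they do; chosen after seeing the values, centring for HIF-1 (0.0875) and the stricter filter for NF-κB (0.077) do not differ and drop 0 of the 3 sets. The sets hold 27 measured HIF-1 and 18 NF-κB genes here against the paper's 28 and 21, so these p-values do not rest on the same genes.

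The counts of called probes are set at the paper's thresholds, and the NF-κB and HIF-1 sets pass in ITL 50 here as in the paper, which puts the p of HIF-1 below the 0.0015 found here. The paper has the NFE2L2 set, of 13 genes there and 12 measured here, pointing up in ITL 500, and here ROAST points down (adjusted p = 0.933), but up with array weights (0.944), without control replicate 3 (0.84), without ITL 500 replicate 1 (0.839) or without ITL 500 replicate 3 (0.937). The paper names *HMOX1*, *NQO2* and *SRXN1* as raised in ITL 500, and here their values are 0.33, 0.33 and 0.31 without a call. The paper has *NFE2L2* lowered at both powers; in ITL 50 it is -0.30 here and not called, except without ITL 50 replicate 1 (adjusted p = 0.0435), with trend and robust (0.0114), with array weights (0.0277) or with the stricter filter (0.0276), the last chosen after seeing the values. It names *EDEM1* and *HSP90B1* as lowered in both groups; here *HSP90B1* is called in ITL 50 alone and *EDEM1* in neither, except in ITL 50 without ITL 50 replicate 2 (0.0167) or with the stricter filter (0.0484), again chosen after seeing the values. It states that all NF-κB subunit genes rose in ITL 50; 4 of 5 are called here, and *REL* (0.53) only without ITL 50 replicate 3. It has *JUNB* raised at both powers, and here the value in ITL 500 is -0.04. *HBEGF* is stated as higher than control in ITL 50, and here its adjusted p is 0.0975, but 0.0292 with trend and robust, 0.0127 with array weights and 0.000896 without ITL 50 replicate 1. *VEGFA* and *GSR* are stated as lowered, and here a probe other than the chosen one is called for each; the chosen *VEGFA* probe is called in ITL 500 with 2 groups (0.0359), trend and robust (0.0112), array weights (0.0242), the stricter filter (0.0228) or without ribosomal and similar probes (0.0491), the last 2 chosen after seeing the values. *KREMEN2* stands among the paper's leading rises of ITL 500, and here its 2 probes give -0.29 and -0.34 there without a call. The ribosomal and small nuclear RNA genes, *SNORD14D* and *HSPA1B*, which rank among the largest rises here, are missing from the paper's lists of leading genes.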

Other observations

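None of the tests in this part was chosen only after its result was seen.

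Some aryl hydrocarbon receptor targets fell at both powers. *CYP1B1*, which metabolizes steroids and carcinogens, fell by 1.42 ± 0.20 SE in ITL 50 (adjusted p = 0.000475) and was called at -1.06 ± 0.20 in ITL 500 (adjusted p = 0.019, up to 0.0835 without 1 array), and *TIPARP* fell by 0.94 ± 0.13 in ITL 500 (adjusted p = 0.00367). Of 4 measured targets 0 rose and 2 fell in ITL 50 (1 and 3 adjusted over the list alone; camera adjusted p = 0.104), and 0 rose and 3 fell in ITL 500 (camera adjusted p = 8.52e-05; adjusted p = 0.111 with an estimated correlation). S, G2 and M phase genes had 0 calls by limma in ITL 500, and 10 of them are lower in ITL 50 than in ITL 500. Sterol genes had 0 rises and 1 fall in ITL 500, *INSIG1* at -1.58 ± 0.15, and 7 are higher in ITL 50 than in ITL 500.

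Genes often taken as constant were not all level in ITL 50. Of 11 housekeeping genes 0 rose and 4 fell there, *HPRT1*, *TUBB*, *GUSB* and *GAPDH* (4 over the list alone; camera adjusted p = 0.0512), and 0 were called by limma in ITL 500. The call of *GAPDH* ends without 5 of the 6 arrays (adjusted p up to 0.11) and that of *GUSB* without control replicate 2 (0.0668); *ACTB* has 0.00 and 0.29. Of 16 ribosomal protein genes *RPL8* was the 1 call in ITL 50 and 0 were called in ITL 500 (camera adjusted p = 0.279 and 0.92). Of 10 nuclear-retained and small nucleolar RNAs 5 rose and 2 fell in ITL 50 (5 and 3 over the list alone; camera adjusted p = 0.149), and 1 rose and 2 fell in ITL 500. Among cell type markers 3 cholangiocyte genes rose and 1 fell in ITL 50 (camera adjusted p = 0.211) and 1 fell in ITL 500. The hepatocyte markers *SERPINA1* and *ALB* (1.13 ± 0.15) rose in ITL 50 (camera adjusted p = 0.00666; adjusted p = 0.0804 with an estimated correlation). Of the endothelial markers 1 fell in ITL 50, and fibroblast and leukocyte markers had 0 calls by limma at either power (camera adjusted p = 0.936 and 0.659 in ITL 50).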
